# Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks

**DOI:** 10.1016/j.mcpro.2024.100845

**Published:** 2024-09-24

**Authors:** Jürgen Eirich, Jean-Baptiste Boyer, Laura Armbruster, Aiste Ivanauskaite, Carolina De La Torre, Thierry Meinnel, Markus Wirtz, Paula Mulo, Iris Finkemeier, Carmela Giglione

**Keywords:** acetyltransferase, acetylation, quantitative proteomics, light acclimation, *Arabidopsis thaliana*

## Abstract

Protein acetylation is a key co- and post-translational modification. However, how different types of acetylation respond to environmental stress is still unknown. To address this, we investigated the role of a member of the newly discovered family of plastid acetyltransferases (GNAT2), which features both lysine- and N-terminal acetyltransferase activities. Our study aimed to provide a holistic multi-omics acetylation-dependent view of plant acclimation to short-term light changes. We found that both the yield and coverage of the N-terminal acetylome remained unchanged in WT and *gnat2*-KO backgrounds after 2 h of exposure to high light or darkness. Similarly, no differences in transcriptome or adenylate energy charge were observed between the genotypes under the tested light conditions. In contrast, the lysine acetylome proved to be sensitive to the changes in light conditions, especially in the *gnat2* background. This suggests unique strategies of plant acclimation for quick responses to environmental changes involving lysine, but not N-terminal, GNAT2-mediated acetylation activity.

## Highlights

• Comprehensive multi-omics profiling of plant light response.
• Parallel N-terminal and K-acetylation analysis of dual specific GNAT2 and WT.
• N-terminal acetylome remained unchanged after 2 h change in light conditions.
• GNAT2-associated lysine acetylome displayed sensitivity to changes in light.
• Distinct protein acetylation responses to light acclimation.

Protein acetylation is the most frequent protein modification after phosphorylation in eukaryotes, including plants (1). N-acetylation refers to the addition of an acetyl moiety on amino groups of lysine side chains (acK) or on acetylation of N-termini (NTA) of proteins through an amide bond. While a majority (>75%) of eukaryotic proteins have their N-terminus entirely modified, not all lysine chains display acK. As proteins have an average of 32 lysines (2), many of them are nevertheless expected to display either one or both acetylation marks, that is, NTA or acK. Acetylation marks have been demonstrated to play crucial roles in all cellular processes. For instance, acK was initially observed on histone proteins where it is involved in the regulation of transcription (3). Since then, proteomic studies have revealed thousands of non-histone proteins containing acK sites (4), where acetylation affects protein functions and can block lysine residues from other protein modifications such as ubiquitination (5). For an increasing number of these proteins, acK was shown to occur in diverse subcellular compartments, including the cytosol and chloroplast, and it was demonstrated that acK can regulate the activity of certain enzymes such as RuBisCO and malate dehydrogenase for example (6, 7, 8). In most cases, acK and NTA are supported by distinct families of acetyltransferases (9). All N-terminal acetyltransferases identified so far belong to the GCN5-family (GNAT) of N-terminal acetyltransferases (NATs), whereas lysine acetyltransferases (KATs) are found in at least three families: GNAT, MYST, and p300/CBP (10). Unlike acK, which occurs post-translationally and is reversibly controlled by specific deacetylases, NTA is regarded as an irreversible modification occurring mostly co-translationally (1). In a few cases, NTA was described to occur post-translationally on hormone peptides or on exported proteins of apicomplexa (11). Only recently it was shown that NTA occurs both co-translationally on plastid-encoded proteins and post-translationally on a significant fraction of nuclear-encoded, plastid-imported proteins after cleavage of the transit peptide (2, 12). A new family of nuclear-encoded acetyltransferases localized in plastids was identified and revealed to display unique features including unexpectedly dual NTA and acK activities (2). Because of their unique mode of action, all these plastid-localized acetyltransferases were named GNATs, and two subfamilies, NAA70 and NAA90 were identified (1). To date, the *in planta* dual activity of the plastid GNATs was demonstrated only for AtGNAT2—one of the three members of the NAA90 subfamily—by showing a global reduction of both plastid NTA and acK in *gnat2* KO plants (2, 13). The protein acetylation activity of GNAT2 was also reported for the rice homolog (14). For rice and *Arabidopsis thaliana*, GNAT2 weak serotonin acetyltransferase (SNAT) activities were reported as well (15, 16). However, the melatonin content of the Arabidopsis KO plants was decreased only upon challenging of the plant with avirulent pathogens or high light (17, 18). Moreover, the *gnat2* plants showed changes in the accumulation of various other compounds, such as ascorbate and Nα-acetyl-L-arginine (19). Interestingly, *gnat2*-KO plants are more susceptible to pathogen infection, which was suggested to depend on its SNAT activity (17). Still, many open questions remain regarding this new GNAT family, such as why there are so many plastid GNATs, why they display dual KA and NTA activities, and what the physiological role of each of them is?

Plants regularly face adverse conditions, such as rapid changes in light intensity, temperature, and water or nutrient availability. Upon perturbation of cellular homeostasis, protein-based signaling networks are activated to orchestrate physiological responses, by regulating gene expression, translation, protein function, and turnover. Signal-responsive protein modifications are emerging as a key mechanism for controlling plant stress responses (20). Protein acetylation is one such modification. Recent studies have shown that protein acetylation in plants is highly dynamic in response to many different stresses, particularly when dealing with cytosolic NATs (21, 22). Loss of *At*GNAT2 causes a defect in the dynamics of photosynthetic light harvesting, and *gnat2* mutants are unable to balance the distribution of excitation energy between the two photosystems (PS) in a process called state transitions (13, 23, 24). While this causes relatively subtle growth defects under standard laboratory growth conditions, the *gnat2* plants show severely retarded growth under fluctuating light (24). Moreover, although both acK and NTA were affected in the *gnat2* plants, the most sensitive acK and NTA targets in these mutant lines were different (4, 13). Several proteins involved in photosynthesis were only affected in their acK status but not in overall abundance, and therefore it is likely that GNAT2-catalyzed acetylation plays a role in the light response. Decreased acetylation levels of specific photosynthesis-related proteins suggested that there may be defects in the interaction of PSI and light harvesting complex II (LHCII), strengthened binding of LHCII to PSII, or more indirect effects on thylakoid macrostructure (13, 23, 24). It has also been suggested that the identified extensive NTA of several LHC proteins might be involved in the membrane folding of grana stacks (25).

Light is one of the major regulatory factors controlling germination, growth, and general fitness of plants, and therefore, they must be able to acclimate to short- and long-term changes in light quality and quantity (26). Here, we performed a multi-omics analysis including deep qualitative and quantitative characterization of N-terminal and lysine acetylation of proteins in the context of WT *versus gnat2* plants to understand the function of GNAT2 in light acclimation. To this end, we treated mature Arabidopsis plants, both WT and *gnat2* mutants, in high light, under standard growth conditions or in darkness for 2 h. The extensive data set revealed that both WT and *gnat2* mutants responded similarly to changes in light conditions, since no major differences in transcriptome, proteome, or energy metabolite composition were revealed between the two genotypes. Further characterization of the impact of these different light conditions revealed that the N-terminal acetylome remained widely unchanged. A strong light-independent reduction on specific plastid proteins was observed in *gnat2* compared to WT. The lysine acetylome proved to be very sensitive to the changes in light conditions especially in the *gnat2* background, suggesting that acK sites change within the investigated timeframe during acclimation, while N-terminal acetylation changes might be associated with long-term responses. Taken together, our data reveals unique strategies of plant acclimation to the different light treatments involving specific PTMs and suggests that plastid lysine and N-terminal acetylations may respond differently to environmental or developmental stimuli.

## Experimental Procedures

### Experimental Design and Statistical Rationale

Experiments were carried out in four replicates. WT plants were used to compare *gnat2* KO plants with. They were treated for 2 h in the dark, under standard growth conditions (as control) or under high light illumination in parallel. For the respective multi-omics experiments, different, well-established analysis pipelines were chosen. As a result, cut-offs for significance were chosen to best fit the respective nature of the data. The analytical and statistical approaches are outlined in detail in the respective method sections below.

### Plant Growth and Light Treatments

*A. thaliana* ecotype Col-0 and *gnat2* T-DNA KO (SALK_033944) plants were grown for 4.5 weeks in a short day light regime (8 h light/16 h darkness) at PPFD of 120 μmol m^−2^ s^−1^ (light source: Osram Powerstar HQI-BT 400 W/D daylight), 50% humidity, and 23 °C. Two hours after the onset of light, plants were treated for 2 h in the dark (D), under standard growth conditions (GL) or under high light illumination (HL; 1000 μmol m^−2^ s^−1^, 23 °C). Immediately after the treatments, the rosettes were harvested and frozen in liquid nitrogen (Fig. 1). Four distinct biological replicates were assessed. The same material from each treatment was subjected to transcriptome, metabolome, acetylome, and proteomic analyses.

**Fig. 1:**
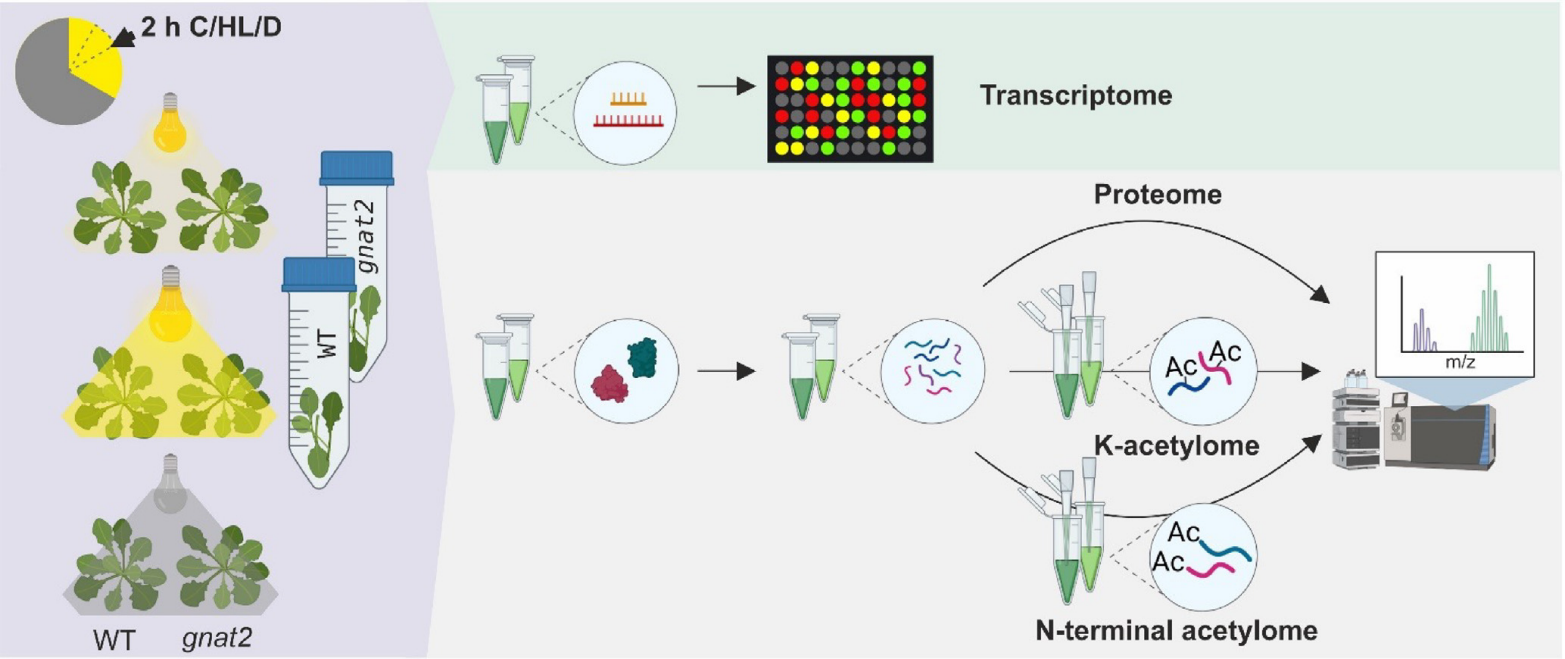
**Scheme of the experimental workflow.** 4.5-week-old *gnat2* and WT plants were grown on soil under short-day conditions (8 h light/16 h dark) at 120 μmol m^-2^s^-1^. After 4.5 weeks, the plants were subjected to different light regimes interrupting the short-day light cycle. Two hours after the regular onset of light, the plants were treated with high light illumination (HL, 1000 μmol m^-2^s^-1^) or darkness (D) for 2 h. The control group (C) continued growth at 120 μmol m^-2^s^-1^. Treatment and sampling time is indicated in the chart. Samples were harvested and flash frozen. RNA, metabolites, and proteins were extracted from leaf tissue for a multi-omics profiling. Modified peptides were enriched with acK-specific antibodies or strong cation exchange chromatography in case of N-terminal acetylation. All experiments were performed on four biological replicates. Icons were created with BioRender.com.

### Transcriptomics

The peqGOLD Total RNA kit (Peqlab) was used to extract RNA from 100 mg plant powder. A global transcriptome analysis was performed using the Affymetrix AraGene-1_0-st arrays (Thermo Fisher Scientific) as described in detail by (21). Biotinylated antisense cDNA was then prepared according to the standard labelling protocol with the GeneChip WT Plus Reagent Kit and the GeneChip Hybridization, Wash and Stain Kit (both from Thermo Fisher Scientific). Afterwards, the hybridization on the chip was performed on a GeneChip Hybridization oven 640, then dyed in the GeneChip Fluidics Station 450, and thereafter scanned with a GeneChip Scanner 3000 (Affymetrix).

Arrays were annotated with a Custom CDF Version 22 with TAIR based gene definitions (27). The raw fluorescence intensity values were normalized applying quantile normalization and RMA background correction. OneWay-ANOVA was performed to identify differential expressed genes using a commercial software package SAS JMP15 Genomics, version 10, from SAS (SAS Institute). A false positive rate of a = 0.05 with FDR correction was taken as the level of significance.

An enrichment score of log_2_FC ∗ *p*-value was calculated and used for functional enrichment in the binary comparisons of either *gnat2* *versus* WT under different light conditions or growth light *versus* light alteration in the different genotypes *via* STRINGdb’s “Proteins with Values/Ranks - Functional Enrichment Analysis” (28).

### Analysis of Metabolites *via* UPLC-FLD

The adenylate status (ATP and ADP) and the NADH/NAD^+^ redox status were analyzed by metabolite fingerprinting using an ultra-performance liquid chromatography (UPLC) system. Approximately 25 mg ground shoot material was extracted with 1 ml 0.1 M HCl by vortexing at 4 °C for 15 min. The resulting homogenates were centrifuged for 10 min at 4 °C and 16,400*g* to remove cell debris. Adenosines were derivatized with chloroacetaldehyde as described in (29) and separated by reversed-phase chromatography on an Acquity HSS T3 column (100 mm × 2.1 mm, 1.7 μm, Waters) connected to an Acquity H-class UPLC system. Prior to separation, the column was heated to 43 °C and equilibrated with five column volumes of buffer A (5.7 mM TBAS, 30.5 mM KH_2_PO_4_ pH 5.8) at a flow rate of 0.6 ml min^−1^. Separation of adenosine derivates was achieved by increasing the concentration of buffer B (2/3 acetonitrile in 1/3 buffer A) in buffer A as follows: 1 min 1% B, 2 min 8% B, 3.2 min 14% B, 9.5 min 50% B, and return to 1% B in 1.5 min. The separated derivates were detected by fluorescence (Acquity FLR detector, Waters, excitation: 280 nm, emission: 410 nm) and quantified using ultrapure standards (Sigma). Data acquisition and processing was performed with the Empower 3 software suite (Waters).

### Quantitative Proteomics and Lysine Acetylome

Frozen leaf tissue was ground in liquid nitrogen to a fine powder and subsequently processed with a modified filter-aided sample preparation protocol using 30 kDa MWCO Amicon filters (Merck Millipore, www.merckmillipore.com) as described in (30). After the tryptic digest, peptides were labeled with tandem mass tags (TMT) according to (31). One channel of a 6plex reagent kit was assigned to a condition (three light conditions (control, high light, darkness) for two genotypes (WT, *gnat2*)). The assignment was randomized within each replicate/kit (Supplemental Data Set 6). The samples were resuspended in TBS buffer (50 mM Tris–HCl, 150 mM NaCl, pH 7.6) and 10 μg peptide of each sample stored for whole proteome analysis. Enrichment for lysine-acetylated peptides was performed as described in (30) using anti-acetyl lysine antibodies bound to agarose beads first from CellSignaling (CS) and subsequently from ImmuneChem (IC). All samples were divided into two equal portions. They were desalted on SDB-RPS stagetips as described in detail in (30). One-half was eluted directly and the other half eluted from the tips as three fractions with 20 μl elution buffer each. Eluted samples were dried in a vacuum concentrator.

### LC-MS/MS Measurement of Proteome and Lysine Acetylome Peptide Samples

Dried peptide samples were resuspended in 2% acetonitrile, 0.1% trifluoroacetic acid and subsequently measured on LC-MS/MS using an EASY-nLC 1200 system coupled to an Exploris 480 mass spectrometer with a FAIMS interface (Thermo Fisher Scientific, www.thermofisher.com). Separation of peptides took place on 20 cm fritless silica emitters with 0.75 μm inner diameter (New Objective, www.newobjective.com) in-house packed with reversed-phase 1.9 μm ReproSil-Pur C_18_-AQ (Dr Maisch GmbH, www.dr-maisch.com). Peptides were separated on 115-min gradients, using 0.1% formic acid as buffer A and 80% acetonitrile, 0.1% formic acid as buffer B. MS^1^ scans were acquired at an Orbitrap Resolution of 120,000 with a scan range (m/z) of 350 to 1200, a maximum injection time of 100 ms, and a normalized automatic gain control target of 300%. For fragmentation, only precursors with charge states 2 to 5 were considered. Up to 20 dependent scans were taken. For dynamic exclusion, the exclusion duration was set to 40 s and a mass tolerance of ± 10 ppm. The isolation window was set to 0.7 m/z with no offset. A normalized collision energy of 36 was used. MS^2^ scans were taken at an Orbitrap resolution of 30,000, with a fixed first mass (m/z) = 100. Maximum injection time was 86 ms and a normalized automatic gain control target of 50%. Turbo TMT was enabled. For full proteome analysis, compensation voltages (CVs) of −45, −60, and −80 were used, while peptides enriched for acK were measured at CVs −40, −55, and −75 in one run. The FAIMS MzXML Generator was used to pre-process raw files with data recorded at several CVs and convert the raw files to mzxml files (32).

### MS Data Analysis of the Proteome and Lysine Acetylome

Interpretation of MS raw data was done using the MaxQuant (MQ) software with the embedded Andromeda search engine (v 2.0.2.0, www.maxquant.org) (33), searching against the latest version of the Araport11 database containing 48,266 entries (v2016/06, www.bar.utoronto.ca/thalemine). Samples (proteome and acetylome) were searched at once, however with dedicated parameter groups with the following settings: A list of common contaminants and a reverse decoy database was enabled for the search. Carbamidomethylation was used as fixed modification. Oxidation of methionine and tryptophan, deamidation of asparagine and glutamine, and N-terminal acetylation were set as variable modification. In addition, lysine acetylation was enabled as variable modification for enriched samples in the respective parameter group. MS^2^-based quantification for TMT 6plex was enabled for all parameter groups. Trypsin was set as protease and maximal two missed cleavages (proteome) or four missed cleavages (acetylome) were accepted. Minimum length of valid peptides was set to seven amino acids. The re-quantify feature was enabled. PSM and protein FDR was 0.01. Minimum scores were set to 0 and 30 for unmodified and modified peptides and delta score to 0 and 6, respectively. A tolerance of peptide of 20/4.5 ppm was allowed for first/main search, while the MS/MS peak tolerance was 20 ppm.

MaxQuant output tables (protein groups and acetyl K sites) were imported to R. The six TMT reporter intensities from all four replicates were log_2_ transformed and each channel was median normalized prior to differential expression analysis *via* Limma. The differences of the log_2_-transformed TMT reporter intensities were tested for 4 *versus* 4 replicates.

The full MaxQuant search results, including all files and folders produced by the software as well as the respective raw data are available *via* ProteomeXchange repositories, providing all necessary information for in depth assessment of the results. Result tables and assigned spectra can be viewed either with MaxQuant’s viewer or PDV (34).

### N-terminal Acetylome

For the N-terminal acetylome analysis, samples were prepared and processed as previously described (35) with few exceptions. Briefly, the proteins extracted from the biological material were labeled on their N-termini and lysine ε-amino groups using N-acetoxy-[2H3] succinimide, before being subjected to trypsin digestion. The peptides obtained were then fractionated on a strong cation exchange chromatography, and the fractions were analyzed, without pooling, on an LTQ-Orbitrap mass spectrometer coupled to a liquid chromatography. The data obtained were processed using Mascot Distiller version 2.6.2 with “Acetyl:2H(3) (K)”, “Carbamidomethyl (C)” as fixed modifications and “Oxidation (M)” as variable modification, “Acetyl (N-term)” and “Acetyl:2H(3) (N-term)” being included in the “Acetylation” quantitation method of Mascot Distiller. Along with these parameters, searching against the Araport-11 protein database, with the parent and fragment mass tolerance respectively defined to 10 ppm and 0.5 Da. The quantitation results, along with each Mascot search output, were then parsed using the EnCOUNTer script to obtain the final N-ter acetylome datasets (36). The complex datasets were manually consolidated to allow for individual result comparison between all the different experimental conditions. Statistical analysis was then performed in the Excel spreadsheets using available built-in formulas and tools. Briefly, all biological replicates of each specific condition were combined, averaging the N-terminal acetylation levels and providing standard deviation across those replicates. After that, NTA levels ratios were calculated and, when possible, *p*-values were determined using a two-tailed *t* test applied to the comparison of two sample groups of similar variances. This allowed to account for both decreases and increases in acetylation levels. Because of the complex experimental design, two distinct types of comparisons were made, either looking for differences related to light treatments in one of the genotypes, or for the effect of the *gnat2* knock-out compared to the WT in one of the three light conditions groups.

## Results

In order to study the plant responses to fluctuations in light intensity with multi-omics approaches (*e.g.* transcriptome, proteome, and acetylome), the *gnat2* and WT plants were grown under the same experimental conditions. 

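For the transcriptome, plants aged 4.5 weeks were harvested after 2 h in control light (C, 120 µmol per square metre and second), high light (HL, 1000 µmol per square metre and second) or darkness (D). The *gnat2* plants carry a T-DNA insertion that knocks out *GNAT2*, and the WT plants are of the ecotype Col-0. RNA of 4 biological replicates per genotype and light was hybridized to Affymetrix Arabidopsis gene arrays, which gave 24 arrays in 6 groups. The authors assigned the probes to TAIR gene definitions, applied the RMA background correction and quantile normalization, and deposited 1 log2 value per transcript and array. The table holds 27826 transcripts and 0 missing values, with a median log2 value of 2.35 and quartiles of 1.35 and 4.79. Because all arrays were brought to one distribution, a change in the total amount of mRNA per plant cannot be seen in these values. Within the groups, the mean Pearson r between arrays, taken across transcripts that are not independent, was 0.982 (WT C), 0.984 (WT HL), 0.981 (WT D), 0.990 (*gnat2* C), 0.991 (*gnat2* HL) and 0.989 (*gnat2* D). The median SD per transcript was 0.22, 0.21 and 0.23 in WT under C, HL and D, and 0.16, 0.15 and 0.17 in *gnat2*. The number of arrays per group limits the precision of every value. Differences between groups were estimated on the log2 scale with limma, with 1 estimate of the spread per transcript from all 24 arrays, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Light responses were called at an adjusted p under 0.05 and a change of over 2-fold, and genotype differences at an adjusted p under 0.05 alone. Gene names and classes were taken from RefSeq annotation of the assembly TAIR10.1, which lists 27241 of the transcripts.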

Two hours after the onset of light, the one-month-old plants were subjected to three light regimes for 2 h: control light (C), high light (HL), or darkness (D). Immediately after the treatment, rosettes of individual plants were harvested and split for the multi-omics analysis (Fig. 1).

### Energy Status of *gnat2* and WT Plants Upon Short-Light Stress Conditions

First, we focused on the plant energy status by determining ATP, ADP, and AMP levels in WT and *gnat2* and calculating the adenylate energy charge under C as well as under short-term HL and D stress (Supplemental Data Set 1). We found that ATP, ADP, and AMP abundances increased in both WT and *gnat2* after 2 h of treatment with HL and decreased under D independently of the genotype (Supplemental Fig. S1). Nonetheless, the energy charge was not affected by HL and increased slightly upon short-term D in both genotypes (Supplemental Fig. S1). From these findings, we conclude that both genotypes were able to acclimate their metabolism to HL or D comparably.

### Comparison of WT and *gnat2* Transcriptomes

Under control conditions, only 39 transcripts (including *GNAT2*) were differentially regulated between WT and *gnat2* (Supplemental Data Set 2). Of those 39 gene products, eight were downregulated and 31 were upregulated in *gnat2*. 

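The transcript of the knocked-out gene, *GNAT2* (AT1G32070), was 6.06 ± 0.31 (log2, SD, n = 4) in WT under C and 2.03 ± 0.33 (SD, n = 4) in *gnat2*. Across the 3 lights it lay between 5.31 and 6.30 on the WT arrays and between 1.53 and 2.39 on the *gnat2* arrays, so that no array of one genotype reached the other. The log2 fold change of *gnat2* against WT was -4.03 under C (standard error 0.19, adjusted p = 9.68e-13 from limma), -4.08 under D (adjusted p = 7.24e-13) and -3.75 under HL (adjusted p = 4.90e-12). The means in *gnat2*, 2.03, 1.75 and 2.01 under C, D and HL, were not shown to lie above background, so that these sizes are uncertain. Under C, 361 transcripts, or 1.30% of those measured, differed between the genotypes at an adjusted p under 0.05 with no limit on the fold change. Of these, 42 differed by over 2-fold, and the median absolute log2 fold change of the 361 was 0.65. In 353 of them the 4 values of one genotype all lay on one side of the 4 values of the other. They were selected by their p, and over all transcripts 9.36% were so arranged, where chance gives 2.86%. The count moved most when no adjustment was made, to 4329 transcripts, and adjustment over all comparisons together gave 1275. It fell to 97 when only the 8 arrays compared entered the fit. Single arrays also moved it, to 232, 128, 115 and 137 without *gnat2* C replicate 1, 2, 3 and 4, and to 182 and 167 without WT C replicate 2 and 4. *PRK* (AT1G32060), the annotated neighbour of *GNAT2*, was lower in *gnat2* by a log2 fold change of -1.00 (standard error 0.13, adjusted p = 2.08e-04), with 9.22 ± 0.16 (SD, n = 4) in WT and 8.23 ± 0.06 (SD, n = 4) in *gnat2*. It was singled out after its values were seen, and an effect of the T-DNA insertion on this neighbour cannot be told apart from a regulatory one.

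**Figure D1:**
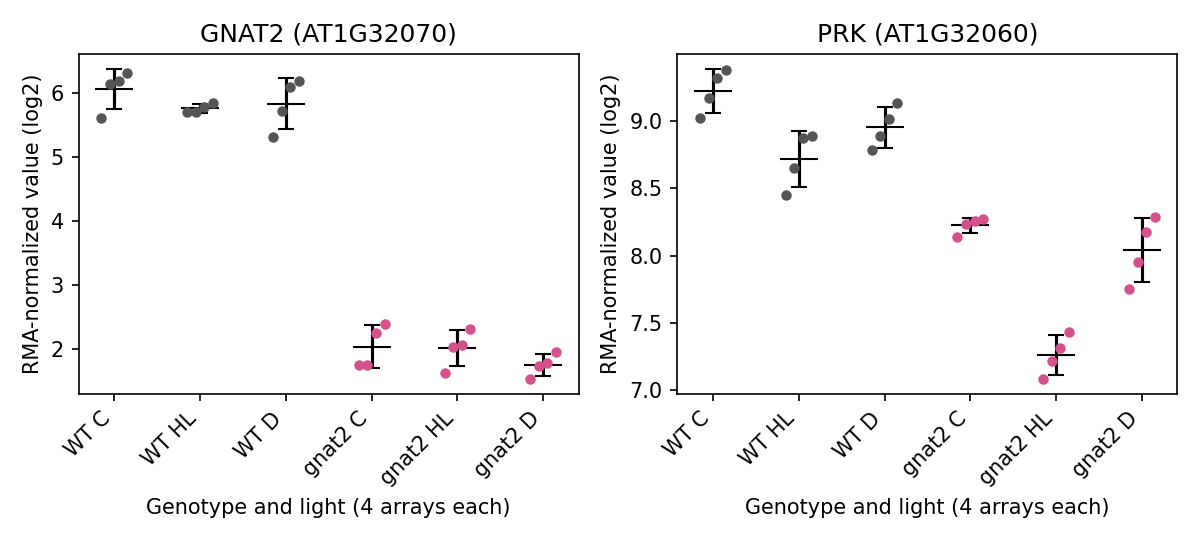
Log2 values of *GNAT2* and *PRK* on each of the 24 arrays, by genotype and light (x axis) and RMA-normalized log2 value (y axis). Points are arrays (n = 4 per group), dashes the group means and bars the SD. Under C, the means are 6.06 in WT and 2.03 in *gnat2* for *GNAT2*, and 9.22 and 8.23 for *PRK*.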

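Without a limit on the fold change, 197 transcripts were higher and 164 lower in *gnat2* under C. Among the transcripts differing by over 2-fold, 33 were higher and 9 lower. The 33 higher ones comprised 15 from protein-coding genes, 7 tRNAs, 4 snoRNAs, 3 from the mitochondrial genome and single members of other classes, whereas the 9 lower ones were all from protein-coding genes. The largest rises were those of the tRNAs AT4G18725 (log2 fold change 2.03, standard error 0.22, adjusted p = 2.89e-05 from limma), AT2G03660 (1.92, standard error 0.44, adjusted p = 0.0283) and AT4G16235 (1.84, standard error 0.40, adjusted p = 0.0216). For AT2G03660, *gnat2* C replicate 3 stood apart with a log2 value of 5.22, against 3.37 to 3.65 on the other 3 arrays. The WT means of AT4G18725 and AT2G03660, 2.14 and 2.02, were not shown to lie above background. Beside *GNAT2*, the largest falls were those of AT5G11330 (-1.49, standard error 0.12, adjusted p = 1.58e-07) and *GolS2* (AT1G56600; -1.33, standard error 0.28, adjusted p = 0.0204). In each of these transcripts, the 4 values of one genotype lay on one side of the 4 values of the other. The choice required this, because rises and falls were ranked only among such transcripts. Transcripts of tRNA genes as a class had a median log2 fold change of 0.34 over 61 genes, and those of snoRNA genes 0.34 over 68 genes, and the source of this difference was not resolved.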

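Functional groups were compared between *gnat2* and WT under C with 16 gene sets that were fixed by gene symbols and descriptions, tested by limma's camera with a preset inter-gene correlation of 0.01 and adjusted over 16 sets and 9 comparisons. KEGG memberships were not used here. The set of aminoacyl-tRNA synthetases (11 genes) was higher in *gnat2*, with a median log2 fold change of 0.20 (adjusted p = 0.00128). The set of RNA transport and translation initiation (28 genes) had a median of 0.13 (adjusted p = 0.0178), and that of DNA replication (16 genes) a median of 0.14 (adjusted p = 0.0160). Ribosome biogenesis (22 genes) had a median of 0.09 (adjusted p = 0.0240). By the rule on symbols and descriptions, this set took in 7 snoRNAs and 10 spliceosomal snRNAs, which have no part in ribosome biogenesis, and the call held with the 5 protein-coding members alone (adjusted p = 0.0184), a choice made after the values were seen. The jasmonate set (24 genes) was lower, with a median of -0.15 (adjusted p = 0.0392). Of these 5 sets, aminoacyl-tRNA synthetases, ribosome biogenesis and RNA transport were also called by fry, and 0 were called with the correlation estimated from the residuals. Without adjustment, camera called 7 sets. Over all comparisons, 50 sets were called, of which 41 were also called by fry and 20 with the estimated correlation, the alternative that moved the count most. Of single members, *EIF2 ALPHA* (AT5G05470) was higher in *gnat2* by 0.60 (standard error 0.12, adjusted p = 0.0138 from limma). *NUP155* (AT1G14850), with a log2 fold change of 0.52 (standard error 0.16), was not called (adjusted p = 0.116), and *gnat2* C replicate 2 stood apart from the other arrays of its group.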

Whereas the downregulated transcripts were not enriched in any specific pathways, the upregulated transcripts were mainly involved in translation-related pathways (RNA transport, ribosome biogenesis, aminoacyl-tRNA biosynthesis), suggesting that GNAT2 might be involved in the control of translation.

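At an adjusted p under 0.05 and with no limit on the fold change, HL changed 6512 transcripts in WT and 6828 in *gnat2*, and D changed 7171 in WT and 7742 in *gnat2*. The same limma fit found 533 transcripts that differed between the genotypes under HL and 1090 under D, of which 49 and 81 differed by over 2-fold. The HL count fell to 219, 251, 217 and 252 without *gnat2* HL replicate 1, 2, 3 and 4, and to 261 and 324 without WT HL replicate 1 and 4. The D count fell to 600, 623 and 585 without *gnat2* D replicate 1, 3 and 4. The largest absolute log2 fold change of a light response was 7.14 and 7.38 for HL and 7.69 and 7.97 for D, in WT and *gnat2*, respectively.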

While the global transcriptomes of the WT and *gnat2* plants differed only weakly under control conditions, pronounced changes in transcript abundances in both genotypes in response to the altered light conditions were detected (Supplemental Data Set 2*A* and Supplemental Fig. S2). However, both genotypes show a similar response to the change in light conditions. This is indicated by high Pearson correlation coefficients, which are 0.90 and 0.89 when comparing the WT *versus gnat2* response to darkness or high light on transcriptome level, respectively (Supplemental Fig. S3, *A* and *B*). 

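Across all 27826 transcripts, which are not independent replicates, Pearson's r between the log2 responses of WT and *gnat2* was 0.904 for D and 0.894 for HL. Spearman's rho, the alternative that moved r most, was 0.718 for D and 0.712 for HL, and r was 0.974 and 0.967 over the transcripts called in at least 1 genotype. With each array left out in turn, r stayed between 0.891 and 0.903 for D and between 0.880 and 0.891 for HL. To show how high r can be with this replicate noise, the 4 arrays of each group were divided into 2 pairs. Between such pairs of the same genotype, mean r was 0.795 in WT and 0.888 in *gnat2* for D, and 0.772 and 0.881 for HL. Between the genotypes, responses from 2 arrays per group had a mean r of 0.832 for D and 0.816 for HL, which is 0.990 of the geometric mean of both within-genotype values for D and 0.990 for HL.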

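The log2 response in *gnat2* minus that in WT was above 1 or below -1 for 69 transcripts in D and for 72 in HL, counted without a test. In D, 36 of the 69 responded more positively and 33 more negatively in *gnat2*, and in HL 48 of the 72 responded more positively and 24 more negatively. Counted instead as a log2 fold change of *gnat2* against WT within the light, 99 transcripts under D and 64 under HL lay beyond these limits. Leaving out WT D replicate 2 moved the D count most, to 122.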

Of 27,826 quantified transcripts, only 70 and 71 show a log_2_ FC > 1 or < −1 in response to the respective light change. No functional pathway enrichment could be detected for either altered gene sets using STRINGdb.

### High Light-Dependent Transcriptome Changes in WT and *gnat2*

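After 2 h of HL, 1815 transcripts were called in WT by limma. In 97.5% of them, the 4 values under HL all lay on one side of the 4 values under C. Over all transcripts, which were not selected by their p, this share was 21.6%, where chance gives 2.86%. Removing the limit on the fold change moved the light-response counts most, and a limit of 1.5 on the log2 scale left 725 transcripts. With each array left out in turn, the count stayed between 1791 and 1895.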

In WT, the expression of 1808 of 27,826 analyzed transcripts was significantly (filter: >2-fold, *p* < 0.05) altered after HL treatment. Of those 1808 transcripts, 943 were upregulated and 865 were downregulated. 

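Of the 1815 transcripts, 950 were higher and 865 lower under HL. The largest rises in WT were those of AT2G29500 (log2 fold change 7.14, standard error 0.26, adjusted p = 3.89e-16 from limma), *HSP17.6II* (AT5G12020; 6.60, standard error 0.21, adjusted p = 3.45e-17) and *GPT2* (AT1G61800; 6.41, standard error 0.21, adjusted p = 3.45e-17). For *HSP17.6II*, WT C replicate 4 stood apart with a log2 value of 1.27, against 1.91 to 2.01 on the other arrays of the group. AT2G29500 and *HSP17.6II* had means of 1.61 and 1.78 under C, below the array median of 2.35, and such values were not shown to lie above background, so that the size and rank of these rises are uncertain. *EXPA8* (AT2G40610) fell by 5.51 (standard error 0.28, adjusted p = 1.91e-13), AT5G16030 by 4.96 (standard error 0.17, adjusted p = 1.83e-16) and *BBD1* (AT1G75380) by 4.76 (standard error 0.16, adjusted p = 8.65e-17), all on the log2 scale. In all of these transcripts, each array under HL lay beyond every array under C, because rises and falls were ranked only among such transcripts.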

A similar response to HL was observed in *gnat2*, where 2083 transcripts (1126 up and 957 down) were significantly regulated upon HL stress (Fig. 2, *A* and *B*). 

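In *gnat2*, 2093 transcripts were called under HL, of which 1128 were higher and 965 lower, and 98.7% of them had groups that did not overlap. With each array left out in turn, the count stayed between 2064 and 2158. *GPT2* rose most, by a log2 fold change of 7.38 (standard error 0.21, adjusted p = 6.21e-18 from limma), followed by AT2G29500 with 6.98 and *HSP17.6II* with 6.48, whose means under C, 1.61 and 1.50, were not shown to lie above background. *EXPA8* fell by 5.84, *BBD1* by 5.08 and AT5G16030 by 4.91 on the log2 scale. The mean of *EXPA8* under HL, 2.08, was not shown to lie above background, so that the size and rank of its fall are uncertain. For *GPT2*, the difference between the responses of the genotypes was 0.97 (standard error 0.29) and was not called (adjusted p = 0.430).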

When comparing the transcripts regulated in WT and *gnat2* in response to HL, a substantial overlap of 1489 commonly regulated transcripts was identified (82% of regulated transcripts in WT, 71% of regulated transcripts in *gnat2*). 

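Under HL, 1494 transcripts were called in both genotypes, which is 82.3% of those called in WT and 71.4% of those called in *gnat2*. With no limit on the fold change, the alternative that moved it most, the overlap was 4988 transcripts. It stayed between 1467 and 1519 with each array left out in turn.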

The remaining significantly altered transcripts were exclusively regulated in one of the two genotypes (319 in WT and 594 in *gnat2*). 

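Under HL, 321 transcripts were called in WT only and 599 in *gnat2* only. Of these, 318 and 597 changed in the same direction in the other genotype, where the median log2 change in that direction was 0.84 and 0.81, below the limit of 1. A test of the difference between the responses of the genotypes, as an interaction in limma, called 3 of these 920 transcripts. Over all transcripts, the interaction was called for 3, for 0 with the unmoderated test and for 1720 at an unadjusted p under 0.05. With the replicate number as a block, it was called for more transcripts. Adjustment over all comparisons together moved the adjusted count most, to 303. It fell to 0 without *gnat2* C replicate 2 or 4, and rose to 5 without *gnat2* HL replicate 1 or 4 or WT HL replicate 2 or 3. The 3 transcripts were AT4G12735 (log2 response 0.67 in WT and 3.36 in *gnat2*, adjusted p = 0.0173), AT1G75580 (0.70 and 2.25, adjusted p = 0.0173) and *PDX1L4* (AT2G38210; 0.40 and 2.17, adjusted p = 0.0315). For AT1G75580, WT C replicate 2 stood apart with 1.82, against 2.05 to 2.09 on the other arrays of its group. Under C, all values of these 3 transcripts lay below the array median of 2.35 in both genotypes. They were not shown to lie above background, so that the sizes of these responses are uncertain. Of 100 assignments of the arrays to genotypes within each light, the real one included, 8 gave at least 3 calls of the interaction. Genotype differences present in both lights were left in, and unlike draws in each light can turn them into interactions. These draws therefore do not decide on chance.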

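Among the 1494 transcripts called in both genotypes under HL, 0 had opposite directions in limma, as at an unadjusted p under 0.05 and with the unmoderated test. With no limit on the fold change, 2 of 4988 had opposite directions.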

There were no antagonistically regulated transcripts between the two genotypes.

**Fig. 2:**
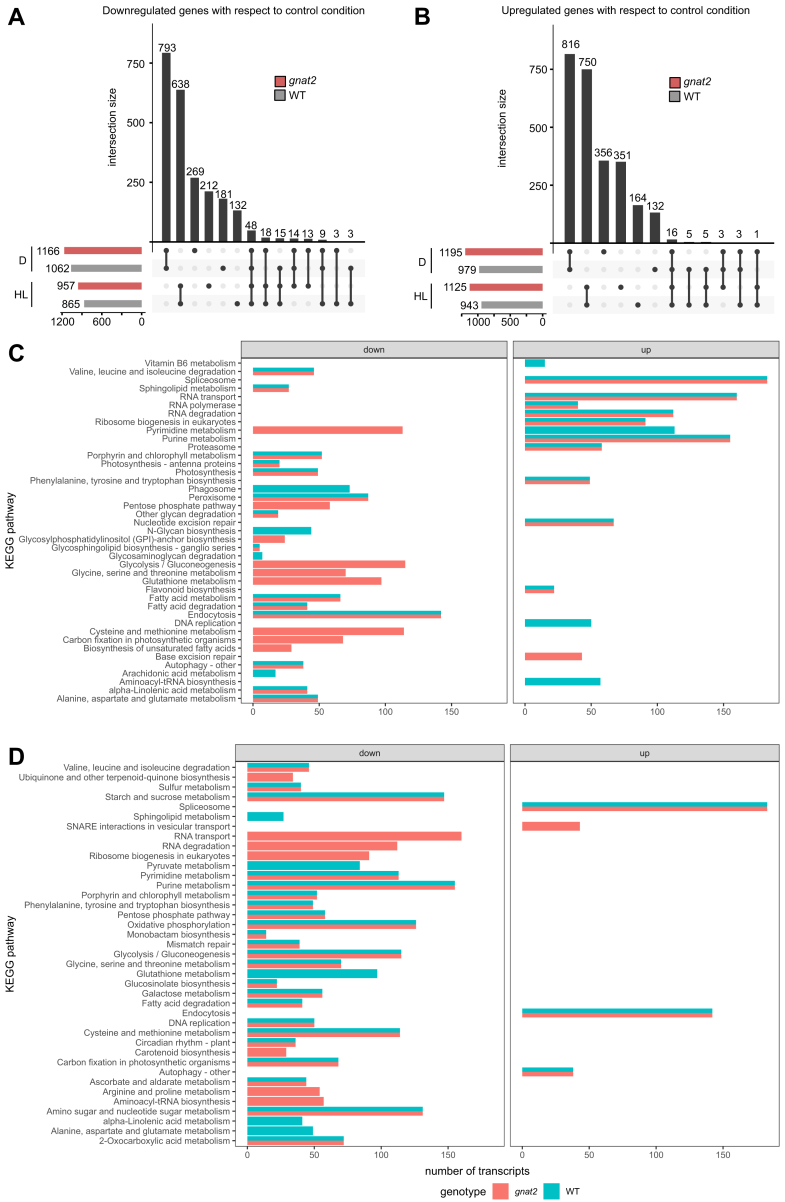
**Transcriptional regulation in WT and *gnat2* upon high light and darkness.** The leaf material from all genotypes (WT and *gnat2*) and treatments (control, high light, and darkness) was subjected to a global transcriptome analysis followed by a functional enrichment analysis with string-db.org. All experiments were performed on four biological replicates. *A* + *B*, UpSet plots, showing the number of genes up- (*B*) or down- (*A*) regulated in WT (*gray* bars) and *gnat2* (*pink* bars) and the respective overlaps upon high light (HL) and darkness (*D*). *C* + *D*, bar charts showing KEGG pathways regulated in WT (*green*) and *gnat2* (*pink*) upon high light (*C*) and darkness (*D*). The size of each bar corresponds to the number of genes annotated to this pathway.

The unfiltered data matrix was subjected to an unbiased functional enrichment analysis to identify biologically relevant processes affected by the HL treatment. For this purpose, an enrichment score (ENS = -log_10_(*p*-value) ∗ log_2_(FC)) was calculated for each transcript and the full list of transcripts was analyzed with the functional enrichment tool of STRINGdb (27). The analysis revealed that upon HL treatment, 14 KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways were upregulated (Fig. 2*C* right and Supplemental Data Set 2*B*) and 18 KEGG pathways were downregulated (Fig. 2*C* left and Supplemental Data Set 2*B*) in the WT. Out of these 32 pathways, 24 were also regulated in *gnat2* (Fig. 2*C* and Supplemental Data Set 2*B*), demonstrating that a substantial proportion of the HL response is independent of GNAT2. 

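Functional groups under HL were compared with the same 16 gene sets, since KEGG pathway memberships were not used here. Camera called 9 sets in WT and 10 in *gnat2*, and 9 were called in both genotypes in the same direction. All of the 9 sets in WT and the 10 in *gnat2* were also called by fry, and 7 in each genotype with the estimated correlation. Some splits of the 8 arrays other than the one into C and HL called as many sets, so that of 35 splits 8 in WT and 6 in *gnat2* reached the real count of 10 sets, with adjustment within the comparison. The others that reached it each put 3 arrays of one light with 1 of the other, and of the 18 splits with 2 and 2 arrays, 0 did.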

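Under HL, the antenna set (21 genes) had a median log2 fold change of -0.57 in WT (adjusted p = 1.65e-11 from camera) and -0.70 in *gnat2* (adjusted p = 1.65e-11). At an adjusted p under 0.05, 16 members fell and 2 rose in WT, and 17 fell and 2 rose in *gnat2*. The largest fall was that of *LHB1B1* (AT2G34430), with -4.53 in WT (standard error 0.13, adjusted p = 1.90e-17 from limma) and -4.16 in *gnat2* (adjusted p = 2.01e-17). *LHCB4.2* (AT3G08940) fell by 2.87 and 2.70 on the log2 scale in WT and *gnat2*. Nuclear photosystem subunits (25 genes) had a median of -0.58 in WT (adjusted p = 3.41e-11) and -0.59 in *gnat2* (adjusted p = 1.13e-09). The chlorophyll biosynthesis set (20 genes) had a median of -0.36 in WT (adjusted p = 1.08e-05) and -0.43 in *gnat2* (adjusted p = 7.60e-07), with *PORB* (AT4G27440) lowest at -4.22 and -3.88. The calls of the photosystem and chlorophyll sets did not hold with the estimated correlation in either genotype.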

In both genotypes, the HL treatment decreased transcripts related to photosynthesis, antenna protein biosynthesis, porphyrin/chlorophyll turnover, and lipid metabolism. 

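The flavonoid set (7 genes) rose under HL with a median log2 fold change of 2.42 in WT (adjusted p = 2.04e-07 from camera) and 2.68 in *gnat2* (adjusted p = 4.92e-07). Its member *F3H* (AT3G51240) rose by 4.47 in WT (standard error 0.24, adjusted p = 4.01e-13 from limma) and by 5.19 in *gnat2* (adjusted p = 2.58e-14). RNA transport and translation initiation rose with a median of 0.48 in WT (adjusted p = 2.39e-09) and 0.48 in *gnat2* (adjusted p = 5.90e-08), and 19 of 28 members were higher in each genotype. The spliceosome set (24 genes) had a median of 0.39 in WT (adjusted p = 0.00120) and 0.34 in *gnat2* (adjusted p = 0.0121). Ribosome biogenesis had a median of 0.10 in WT (adjusted p = 0.00369) and 0.12 in *gnat2* (adjusted p = 0.00717), and its mean of 0.45 and 0.36 was carried by members such as *EDA14* (AT3G60360), with 2.09 and 1.67. *NOP56* (AT1G56110) rose by 1.77 in WT and 1.37 in *gnat2*, where HL replicate 2 stood apart from the other arrays. Aminoacyl-tRNA synthetases were not called by camera under HL, with a median of 0.08 in WT (adjusted p = 0.191) and -0.12 in *gnat2* (adjusted p = 0.918). Fry called this set higher in WT (adjusted p = 0.0258) but did not call it in *gnat2*.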

Processes upregulated in both genotypes were associated with translation, RNA processing, and flavonoid biosynthesis. The specific response of *gnat2* to HL included the downregulation of diverse anabolic reactions like carbon fixation, biosynthesis of unsaturated fatty acids and amino acids, as well as sulfur incorporation (Fig. 2*C* and Supplemental Data Set 2*B*), whereas the base excision repair pathway was the only one specifically upregulated in *gnat2* (Fig. 2*C*, and Supplemental Data Set 2*B*). 

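In *gnat2*, the carbon fixation set (13 genes) was not called under HL, with a median log2 fold change of 0.05 (adjusted p = 0.863 from camera), and in WT its median was 0.15 (adjusted p = 0.162). The difference between these responses was called, with a median of -0.13 (adjusted p = 0.0230), but not by fry or with the estimated correlation. Under HL itself, the set was lower in *gnat2* than in WT, with a median of -0.10 (adjusted p = 0.00369), a call that fry also made but the estimated correlation did not (adjusted p = 0.315). Within the set, *PRK* changed by -0.96 in *gnat2* and -0.51 in WT under HL, and an effect of the T-DNA insertion on this neighbour of *GNAT2* was not excluded. Sulfur assimilation (22 genes) was not called under HL in WT (median -0.02, mean 0.06, adjusted p = 0.915) or in *gnat2* (median 0.03, mean 0.12, adjusted p = 0.681), and in WT its median and mean differ in sign. This set takes in sulfate transporters beside enzymes and is not the paper's KEGG pathway.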

Our findings indicate that apart from minor changes that specifically occur in *gnat2*, the overall transcriptional response to short-term high-light treatment is very similar between WT and *gnat2*.

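Of the 9 gene sets called under HL in both genotypes, the difference between the responses of the genotypes was called by camera for 1, the heat shock proteins, and by fry for 0. From its findings under HL, the paper proposes that the transcriptional response to a short HL treatment is on the whole very similar in WT and *gnat2*, with small changes specific to *gnat2*.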

### Transcriptome Response to Darkness in WT and *gnat2*

Next, we analyzed the response from control light to darkness. This treatment altered the expression of 2042 transcripts in the WT, of which 979 were upregulated and 1063 were downregulated, respectively (Fig. 2, *A* and *B*, and Supplemental Data Set 2*A*). 

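After 2 h of D, 2056 transcripts were called in WT by limma, of which 989 were higher and 1067 lower. In 95.8% of them the groups did not overlap. With each array left out in turn, the count stayed between 1958 and 2188. *BT2* (AT3G48360) had the largest estimated rise, by a log2 fold change of 7.69 (standard error 0.14, adjusted p = 3.21e-22), from 1.64 ± 0.05 (SD, n = 4) under C to 9.33 ± 0.15 (SD, n = 4) under D, where replicate 4 stood apart from the other arrays. *DIN10* (AT5G20250) rose by 6.78 (standard error 0.23, adjusted p = 5.46e-17) and *ERD5* (AT3G30775) by 6.53 (standard error 0.25, adjusted p = 4.89e-16). The means of *BT2* and *ERD5* under C, 1.64 and 1.97, and of AT5G24155 under D, 1.72, lay below the array median of 2.35 and were not shown to lie above background, so that the sizes and ranks are uncertain. *XTH31* (AT3G44990) fell by 6.20 on the log2 scale (standard error 0.24, adjusted p = 4.38e-16), AT5G24155 by 5.97 (standard error 0.14, adjusted p = 3.90e-20) and AT1G19960 by 4.69 (standard error 0.16, adjusted p = 7.83e-17). For AT5G24155, WT C replicate 1 stood apart with 7.37, against 7.78 to 7.85 on the other arrays of its group.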

The *gnat2* mutant displayed a transcriptional response of similar severity (1195 up (Fig. 2*A*) and 1166 down (Fig. 2*B*)). 

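In *gnat2*, 2374 transcripts were called under D, 1201 of them higher and 1173 lower, with groups that did not overlap for 98.9%. The count stayed between 2313 and 2488 with each array left out in turn. The largest rises were those of *BT2* (log2 fold change 7.97, standard error 0.14, adjusted p = 1.34e-22 from limma), *SEN1* (AT4G35770; 6.87, standard error 0.23, adjusted p = 3.73e-17) and *ASN1* (AT3G47340; 6.58, standard error 0.19, adjusted p = 4.07e-18). *XTH31* fell by 6.01 on the log2 scale, AT5G24155 by 5.43 and AT1G57590 by 4.63. The means of *BT2* and *ASN1* under C, 1.92 and 2.00, and of AT5G24155 and AT1G57590 under D, 2.29 and 1.57, were not shown to lie above background.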

Thousand seven hundred one of these differentially expressed transcripts were commonly regulated in both genotypes (83% of regulated transcripts in WT, 72% of regulated transcripts in *gnat2*). 

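Under D, 1714 transcripts were called in both genotypes, which is 83.4% of those called in WT and 72.2% of those called in *gnat2*. The overlap stayed between 1638 and 1749 with each array left out in turn.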

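Under D, 0 of the 1714 transcripts called in both genotypes had opposite directions in limma, as at an unadjusted p under 0.05 and with the unmoderated test. One array decided this value, since without WT D replicate 2 the count was 1. With no limit on the fold change, 3 of 5540 transcripts had opposite directions.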

Like in the high-light response, no transcript was antagonistically regulated between both genotypes upon darkness. Again, a minor set of transcripts (341 in the WT and 660 in *gnat2*) was regulated in a genotype-specific manner.

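Under D, 342 transcripts were called in WT only and 660 in *gnat2* only. In the other genotype, 338 and 655 of them changed in the same direction, by a median of 0.82 and 0.80 on the log2 scale. The interaction test in limma called 7 of these 1002 transcripts. Over all transcripts it called 8, against 0 with the unmoderated test and 2095 at an unadjusted p under 0.05. With the replicate number as a block, it called fewer. The count of 8 fell to 0 without *gnat2* C replicate 1 or 4, *gnat2* D replicate 1 or 4, WT C replicate 3 or WT D replicate 3. It fell to 1 without *gnat2* C replicate 2 or *gnat2* D replicate 3, to 2 without WT C replicate 2 and to 3 without *gnat2* C replicate 3. The largest difference was that of AT4G26290, with a log2 response of -0.02 in WT and 2.05 in *gnat2* (adjusted p = 0.0218), and WT C replicate 2 stood apart in its group. *FBS2* (AT4G21510) responded by 0.65 in WT and 2.31 in *gnat2* (adjusted p = 0.0464), and here too WT C replicate 2 stood apart. AT1G10690 responded by 0.96 and 2.52 (adjusted p = 0.0218). Under C, over both genotypes, AT4G26290 lay at 1.96 to 2.84, *FBS2* at 1.47 to 2.45 and AT1G10690 at 2.04 to 2.64. These values lie near or below the array median of 2.35 and were not shown to lie above background, so that these sizes are uncertain. Of 100 assignments of the arrays to genotypes within each light, the real one included, 5 gave at least 8 calls. As for HL, genotype differences present in both lights were left in, so that these draws do not decide on chance.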

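In WT under D, the gene sets of the spliceosome (median log2 fold change 0.30, adjusted p = 0.0243 from camera) and autophagy (40 genes, median 0.31, adjusted p = 0.00717) were higher. *ATG8E* (AT2G45170) rose most among the autophagy genes, by 3.98 in WT (standard error 0.16, adjusted p = 1.72e-15 from limma) and by 4.09 in *gnat2* (adjusted p = 9.81e-16). In all, camera called 9 sets in WT and 8 in *gnat2* under D, and 7 in both in the same direction. All of these calls held under fry, and 3 in each genotype with the estimated correlation, among them autophagy but not the spliceosome. Of 35 splits of the arrays into C and D, the real one included, 5 in WT and 10 in *gnat2* called as many sets as the real one, which were 9 in each genotype with adjustment within the comparison. The others among these each put 3 arrays of one light with 1 of the other, and of the 18 splits with 2 and 2 arrays, 0 called as many.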

The functional enrichment analysis showed that upon darkness, only transcripts associated with the spliceosome, endocytosis, and autophagy were upregulated in the WT (Fig. 2*D*, and Supplemental Data Set 2*C*). Upregulation of the latter suggests significant nutrient recycling in response to darkness. 

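The SNARE set (45 genes) was higher under D in WT, with a median log2 fold change of 0.33 (adjusted p = 1.99e-05 from camera), and in *gnat2*, with 0.35 (adjusted p = 2.02e-05). The difference between these responses was 0.02 (adjusted p = 0.729). At an adjusted p under 0.05, 18 members rose and 1 fell in WT, and 19 rose and 1 fell in *gnat2*. *SYP122* (AT3G52400) rose by 2.34 in WT (standard error 0.32, adjusted p = 3.26e-06 from limma) and by 2.57 in *gnat2* (adjusted p = 6.47e-07). In *gnat2*, autophagy had a median of 0.38 (adjusted p = 9.50e-04). The difference from WT, with a median of 0.11, was not called (adjusted p = 0.159). It was called with the 29 members that remained without those of other functions (adjusted p = 0.0307), a choice made after the values were seen. The spliceosome, with 0.15, was not called in *gnat2* (adjusted p = 0.249), though it was by fry, and the difference from WT was not called (adjusted p = 0.173).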

Loss of GNAT2 did not alter these transcriptional responses and caused an additional upregulation of SNARE-mediated vesicle transport (Fig. 2*D* pink bar, and Supplemental Data Set 2*C*). In both genotypes, most metabolic processes were downregulated upon darkness, including DNA replication, carbon fixation, sulfur incorporation, and porphyrin/chlorophyll biosynthesis (Fig. 2*D* left, and Supplemental Data Set 2*C*). 

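DNA replication had a median log2 fold change under D of -0.64 in WT (adjusted p = 5.37e-04 from camera) and -0.93 in *gnat2* (adjusted p = 1.08e-05). Its member *MCM3* (AT5G46280) fell by 1.88 in WT (standard error 0.20, adjusted p = 4.59e-08 from limma) and by 1.98 in *gnat2* (adjusted p = 1.73e-08). Carbon fixation had a median of -0.33 in WT (adjusted p = 0.00125) and -0.32 in *gnat2* (adjusted p = 0.00168). Sulfur assimilation had -0.31 in WT (adjusted p = 5.65e-05) and -0.34 in *gnat2* (adjusted p = 0.00177), and chlorophyll biosynthesis -0.58 in WT (adjusted p = 2.02e-05) and -0.42 in *gnat2* (adjusted p = 7.96e-05). *POR C* (AT1G03630) fell by 1.58 in WT and 1.63 in *gnat2* on the log2 scale. With the estimated correlation, only sulfur assimilation in WT was still called among these.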

The downregulation of sulfur assimilation can be explained by its dependency on photosynthetic reduction equivalents and its importance for light acclimation (37). The downregulation of DNA replication can be interpreted as a hallmark of decelerated cell division. The dampening of metabolic core pathways is a canonical response of plants to unexpected darkness and is required to maintain the energy charge of leaf cells. 

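In *gnat2* under D, aminoacyl-tRNA synthetases had a median log2 fold change of -0.38 (adjusted p = 0.0190 from camera), with 6 of 11 members lower at an adjusted p under 0.05. The largest falls were those of *ERS* (AT5G64050), by 0.84 on the log2 scale (standard error 0.11, adjusted p = 2.12e-06 from limma), and *EDD1* (AT3G48110), by 0.73 (standard error 0.14, adjusted p = 1.81e-04). RNA transport and translation initiation, with -0.22, was not called (adjusted p = 0.0543), and neither was ribosome biogenesis, with -0.01 (adjusted p = 0.380). Fry called both of these sets lower in *gnat2*, and in WT it called aminoacyl-tRNA synthetases and RNA transport lower. In WT under D, aminoacyl-tRNA synthetases had -0.13 (adjusted p = 0.236), RNA transport -0.04 (adjusted p = 0.316) and ribosome biogenesis 0.06 (adjusted p = 0.963), a direction that fry turned round without a call. The difference between the responses of the genotypes was called for aminoacyl-tRNA synthetases (adjusted p = 0.0195), though not by fry. It includes the higher level of this set in *gnat2* under C, and under D itself the genotypes were not called different (adjusted p = 0.729). The difference was not called for RNA transport (adjusted p = 0.115) or ribosome biogenesis (adjusted p = 0.0584), which fry called. With its 17 noncoding members left out, a choice made after the values were seen, ribosome biogenesis was called in *gnat2* (adjusted p = 0.0379) and for the difference between the genotypes (adjusted p = 1.29e-04).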

Besides these general responses, the *gnat2* mutant also displayed downregulation of transcripts involved in translation-related pathways (RNA transport, ribosome biogenesis, aminoacyl-tRNA biosynthesis) (Fig. 2*D* and Supplemental Data Set 2*C*). These pathways were upregulated in the WT upon illumination with high light; hence our results suggest that GNAT2 might be involved in the light-dependent control of translation.

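The difference between the HL responses of the genotypes was called for aminoacyl-tRNA synthetases, with a median log2 difference of -0.18 (adjusted p = 0.00349 from camera), but not by fry. It was not called for RNA transport (-0.06, adjusted p = 0.316) or ribosome biogenesis (-0.02, adjusted p = 0.564). Aminoacyl-tRNA synthetases were higher in *gnat2* than in WT under C (median 0.20, adjusted p = 0.00128 from camera). Between the genotypes, they were not called under HL (-0.03, adjusted p = 0.953) or D (0.05, adjusted p = 0.729). The difference between the responses therefore includes the starting level under C. Because translation-related pathways fell in *gnat2* under D and rose in WT under HL, the paper proposes that GNAT2 might be involved in a control of translation that depends on light.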

### High Light-Dependent Proteome Regulations in WT and *gnat2*

The transcriptome results led us to elucidate the effect of light on the proteomes of WT and *gnat2* plants. For this, a TMT-6plex labeling approach followed by quantitative mass spectrometry analyses and MS^2^-based quantification was used and allowed to quantify 5620 protein groups in total (Supplemental Data Set 3).

Upon HL treatment, both WT (Fig. 3*A*) and *gnat2* mutants (Fig. 3*C*) showed a strong accumulation of heat shock response proteins, such as the heat shock protein (HSP) 20 family proteins HSP17.4 (#8 in Fig. 3) and HSP17.6II (#13), HSP70 (#7), HSP81.4 (#32), HSP101 (#24), and the co-chaperone ROF2 (#16), which is a carboxylate clamp-tetratricopeptide protein, predicted to interact with HSP70 and HSP90 proteins (38). Several of these proteins are involved in the cytosolic response to heat as well as high light stress to protect translation factors, prevent protein aggregation, and enable proteasomal degradation of damaged proteins (39, 40, 41). Both genotypes also showed a twofold upregulation in HY5 (#12 in Fig. 3) protein level. HY5 is a basic leucine zipper transcription factor, which is critical for protection from high light–associated DNA damage by anthocyanin accumulation (42). Among the downregulated proteins upon HL treatment, the ribosomal protein S6A (RPS6A, #11) was identified in both genotypes. RPS6A is important for light- and photosynthesis-enhanced translation by its association with polysomes in its phosphorylated state and connected to the TOR pathway (43). Interestingly, two proteins involved in oxidative stress tolerance, the chromatin-associated factor OXS3 (#17) and a 2-alkenal reductase (#10, AT4G17085.1) involved in NADPH-dependent detoxification of reactive carbonyls (44, 45), were found more than two-fold upregulated in the WT upon HL stress (Fig. 3*A*), but not in the *gnat2* mutant (Fig. 3*C*). In contrast, a hydroxyproline-rich glycoprotein family protein of unknown function (#22, AT1G14710.2) was systematically downregulated by more than 2-fold in *gnat2* but not in WT upon HL treatment.

**Fig. 3:**
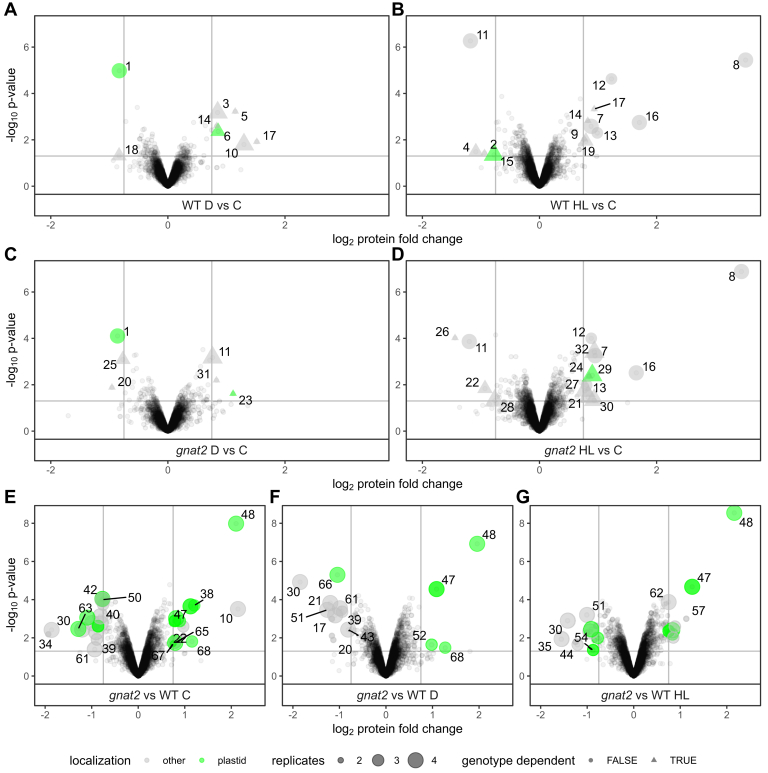
**Quantitative proteome profiling of WT *versus gnat2* under different light conditions.** Protein abundance changes were quantified via TMT labeling and compared for different light conditions (panels *A–D*) or genotypes (panel *E*–*G*). Volcano plots showing expression changes and -log_10_(*p*-values) from LIMMA analysis for protein groups quantified in at least two replicates. log_2_ fold-changes ± 0.75 and *p*-value = 0.05 are indicated as *solid* lines. For significantly altered proteins, either gene names are given (*A–D*) or indicated as numbers (*E*–*G*) and solid symbols are used. *Circles* and *triangles* are scaled in size according to the number of replicates. Plastid-localized proteins are indicated in *green*. Proteins with identical response to the light treatment in either genotype are indicated as *circles* in *A–D*, while proteins with potential genotype-dependent regulation are indicated as *triangles*. Protein accessions in this figure from spot #1 to 68: 1: AT1G61520.3, 2: AT1G64890.1, 3: AT2G41100.7, 4: AT3G07810.1, 5: AT3G10020.1, 6: AT3G10050.1, 7: AT3G12580.1, 8: AT3G46230.1, 9: AT4G15210.2, 10: AT4G17085.1, 11: AT4G31700.1, 12: AT5G11260.1, 13: AT5G12020.1, 14: AT5G16990.1, 15: AT5G43780.1, 16: AT5G48570.1, 17: AT5G56550.1, 18: AT5G56950.1, 19: AT5G61020.2, 20: AT1G01510.1, 21: AT1G13930.3, 22: AT1G14710.2, 23: AT1G32900.1, 24: AT1G74310.1, 25: AT1G75950.1, 26: AT2G41540.4, 27: AT3G07880.1, 28: AT3G47430.1, 29: AT5G01600.1, 30: AT5G15970.1, 31: AT5G20980.2, 32: AT5G56000.1, 33: AT1G01630.1, 34: AT1G02110.1, 35: AT1G27450.4, 36: AT1G30170.1, 37: AT1G32060.1, 38: AT1G43560.1, 39: AT1G71950.1, 40: AT1G76490.1, 41: AT2G06520.1, 42: AT2G14880.1, 43: AT2G24940.1, 44: AT2G45540.6, 45: AT2G46370.3, 46: AT2G47400.1, 47: AT3G18890.1, 48: AT3G21055.1, 49: AT3G21055.2, 50: AT3G26450.1, 51: AT3G29075.1, 52: AT3G52950.2, 53: AT3G56240.1, 54: AT3G63140.1, 55: AT4G21445.1, 56: AT4G23670.1, 57: AT4G30810.1, 58: AT4G32050.1, 59: AT4G33360.2, 60: AT4G36210.3, 61: AT4G37300.1, 62: AT4G37930.1, 63: AT5G13270.1, 64: AT5G19240.1, 65: AT5G28500.1, 66: AT5G66090.1, 67: ATCG00630.1, 68: ATCG01100.1. TMT, tandem mass tags.

### Darkness-dependent Proteome Regulations

Upon 2 h of darkness, six proteins were significantly and exclusively upregulated in their abundance in WT (Fig. 3, *B* and *C*). Among them, we identified TOUCH 3 (#3 in Fig. 3), a calmodulin-like 4 protein already known to be transcriptionally induced by darkness (46), and the two oxidative stress-related proteins OXS3 (#17) and 2-alkenal reductase (#10). The nucleosome assembly protein 1:3 (NFA3, #18), which is vital for the protection of DNA damage, was only downregulated in WT plants. The plastid methionine synthase 3 protein (#31), the ribosomal protein S6A (RPS6A, #11), and the granule-bound starch synthase 1 (GBSS1, #23) were exclusively upregulated in the *gnat2* mutant upon darkness, while the S phase kinase-associated protein 1 (UIP1, #25) was significantly downregulated in its abundance. Only one protein, the chlorophyll binding protein LHCA3 (#1) of photosystem I, already known to be involved in the response to light stimuli (47), was decreased in abundance in both genotypes.

### Differences in Protein Abundances Between WT and *gnat2*

Changes in protein abundances between WT and *gnat2* were mostly independent of the stress treatment (Fig. 3, *E*–*G*). The most striking differences were detected in more than 16-fold upregulation of the nuclear-encoded photosystem II 5 kDa protein (PsbTn, #48 in Fig. 3) in *gnat2*, which was found to be constitutively upregulated in its abundance. PsbTn was recently shown to be critical for light acclimation (48). In addition, the protein TRANSLOCON AT THE INNER ENVELOPE MEMBRANE OF CHLOROPLASTS 62 (TIC62, #47), which is fundamental for the anchoring of the chloroplast ferredoxin-NADPH reductase to the thylakoid membrane (49), was more than 2-fold upregulated in *gnat2* compared to WT under all growth conditions. Generally, the transcriptome changes were more pronounced than those related to the proteome. 

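The paper names 19 proteins in its proteome results, chosen on these plants, and their transcripts were all measured. At an adjusted p under 0.05 over all transcripts in limma, HL changed 11 of the 19 in WT and 12 in *gnat2*, and D changed 9 and 7. Adjusted over the list alone, which is not independent evidence because the study chose the list on the same plants, the counts were 14 and 12 for HL and 11 and 8 for D. Between the genotypes, 0 differed under C, 1 under D and 0 under HL, against 2, 4 and 3 at an unadjusted p under 0.05 and 0, 2 and 0 with the unmoderated test. Without WT HL replicate 3, 1 transcript differed between the genotypes under HL. When only the arrays compared entered the fit, D changed 11 in *gnat2*, the light-response count that moved most. *HSP17.4* (AT3G46230) rose under HL by a log2 fold change of 4.58 in WT (standard error 0.20, adjusted p = 7.65e-15) and 4.30 in *gnat2*, and *HSP70* (AT3G12580) by 3.36 and 3.40. The mean of *HSP17.4* under C, 1.39 in WT and 1.50 in *gnat2*, was not shown to lie above background. *GBSS1* (AT1G32900) rose under HL by 2.89 and 3.07, and changed under D by -0.95 in WT (adjusted p = 5.72e-05) and -1.04 in *gnat2* (adjusted p = 1.58e-05). *RPS6A* (AT4G31700) rose under HL by 0.95 in WT (adjusted p = 2.92e-04) and 0.69 in *gnat2* (adjusted p = 0.00577), and changed under D by -0.81 (adjusted p = 0.00143) and -1.24 (adjusted p = 7.49e-06). The transcript of *HSP81.4* (AT5G56000) changed under HL by 0.07 in WT and -0.08 in *gnat2* and was not called. Its means in WT and *gnat2* were 1.40 and 1.41 under C and 1.47 and 1.34 under HL. These were not shown to lie above background, so that a change of *HSP81.4* cannot be excluded. *OXS3* (AT5G56550) changed by -0.52 in WT (adjusted p = 0.0591) and -0.22 in *gnat2* under HL and by 4.49 and 4.78 under D. For this transcript, WT C replicate 4 lay apart at 1.17 from the other arrays at 2.25 to 2.31. The *OXS3* means under C, 2.00 in WT and 1.68 in *gnat2*, were not shown to lie above background, so that these sizes are uncertain. Under C, the transcripts of *PsbTn* (AT3G21055) and *TIC62* (AT3G18890) differed between the genotypes by -0.02 (adjusted p = 0.968) and -0.07 (adjusted p = 0.857).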

Due to the short 2 h light treatments, the transcriptome changes were not yet propagated to the proteome except for a few gene products (Supplemental Fig. S4 and Supplemental Data Set 3).

### The N-terminal Acetylome under Short-Term Changes in Light Conditions

Recently, it has been suggested that plastid NTA might be related to oxidative damage because of the high levels of NTAed subunits of many plastid complexes correlated with oxygenic photosynthesis (25). Moreover, although NTA is a widespread modification in plastids, it was proposed that plastid NTA yield might depend on environmental stimuli, for example, light (1). Nonetheless, no information was available on the processing of the N-termini of plastid proteins under different light conditions so far. Therefore, to get an insight into the possible dynamics of the N-terminal acetylome in Arabidopsis and to decipher the influence of NTA in response to different light conditions, we performed a global NTA quantitative analysis on the very same sample set as above (Fig. 1). With the SILProNAQ procedure (35, 50), we identified a total of 1783 nonredundant proteoforms in WT plants (Supplemental Data Set 4 and Supplemental Table S1). Amid all identified proteoforms, the acetylation yields were quantified for 761 of them.

Of the 761 N-termini quantified in the leaves of WT under control conditions, only 112 started with the initiator methionine (iMet, 15%), 280 (37%) were subject of iMet removal, and 369 were generated by a cleavage of the transit peptide. Sixty two percent of N-termini undergoing removal of iMet were found fully NTAed (NTA yield >95%), whereas 14% were partially NTAed (NTA yield between 5 and 95%). Concerning the N-termini retaining the iMet, 79% were fully NTAed and only 12% partially NTAed. As previously observed, among the N-termini with processing downstream of position 2, only 8% were fully NTAed and 37% partially NTAed. When these parameters were analyzed in the samples arising from plants treated with D or HL, no significant difference was observed with the plants from control conditions, and all three conditions of each group followed the same pattern of NTA yield variations, regardless of the NTA position (Fig. 4, *A* and *B*, and Supplemental Data Set 4).

**Fig. 4:**
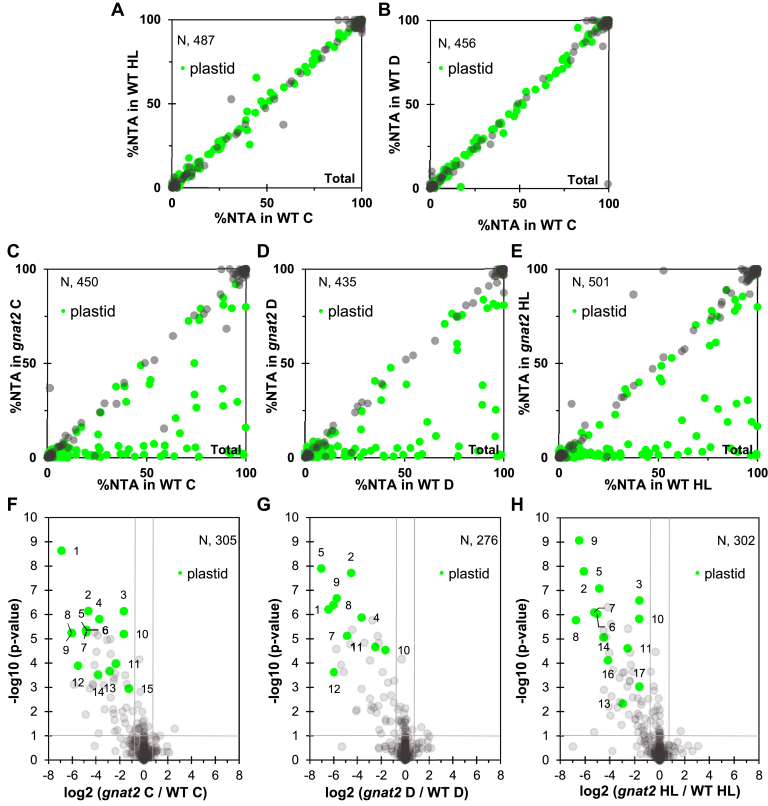
**Growth condition–dependent NTA analysis of *gnat2* plantlets compared to WT.** Correlation graphs representing the N-terminal acetylation yields of proteins that have been quantified in both the WT control and WT high light conditions (*A*) or WT control and WT dark (*B*), which amount to 487 and 456 N-termini, respectively. These plots show that the NTA levels are similar in WT samples, regardless of the light conditions used during the treatment, which means the samples could be combined for further analysis. Panel *C–E*: Correlation graphs representing the N-terminal acetylation yields of proteins that have been quantified in both the WT and *gnat2* samples in either control (*C*), dark (*D*), or high light (*E*) conditions, amounting to 450, 435, and 501 N-termini, respectively. All the data points on the lower-right part of the graph represent the proteins with decreased NTA yields in the *gnat2* samples compared to the corresponding WT. Proteins located in the plastid, regardless of NTA levels, are colored in *light green*. *F*–*H*, volcano plots representing the NTA variations between *gnat2* samples and WT, for each of the three growth conditions. The *p*-value threshold was set at 0.1, and the log_2_ fold-change to ± 0.75. The N-termini that satisfy both of these conditions and have a decreased NTA level of at least 40% in *gnat2* are numbered (see Supplemental Tables S2–S4, respectively). Proteins located in the plastid and displaying a significant decrease of NTA level are colored in *light green*. Protein accessions (and start positions) for (*F*–*H*) of this figure from spot #1 to 17: 1: AT1G64770.1 (19), 2: AT4G27440.1 (68), 3: AT4G24830.1 (75), 4: AT3G57560.1 (51), 5: AT2G24820.1 (51), 6: AT1G03630.1 (69), 7: AT1G16080.1 (45), 8: AT3G54050.1 (60), 9: AT3G03630.1 (57), 10: AT3G54050.1 (61), 11: AT4G17300.1 (60), 12: AT4G35250.1 (65), 13: AT3G63410.1 (51), 14: AT1G45474.1 (33), 15: AT2G29630.1 (55), 16: AT5G45390.1 (66), 17: AT4G30950.1 (70).

Since *gnat2* was recently shown to strongly affect plastid NTA in plants grown in standard conditions (2), we asked whether this phenotype was intensified or reduced when the plants were treated with D or HL. Hence, we performed a global NTA quantitative analysis of *gnat2* grown in the same light conditions (C, D, and HL) and compared their retrieved N-termini and NTA yield to WT (Fig. 4, *C*–*H* and Supplemental Data Set 4). Comparison of *gnat2* with WT plants under C confirmed the decrease of plastid protein NTA when GNAT2 is inactivated (Fig. 4*C*, Supplemental Data Set 4, and Supplemental Table S2). More than 20 N-termini with significant decreases of acetylation (>40%), including about 15 with statistical significance (|log_2_(ratio)| > 1, *p*-value < 0.1), were retrieved in *gnat2* under standard growth light conditions (Fig. 4*D* and Supplemental Table S2). Identical trends were observed when comparing WT and *gnat2* under D and HL conditions (Fig. 4, *D*, *E*, *G*, and *H* and Supplemental Tables S3 and S4). Indeed, many N-termini were quantified in at least two groups with similar NTA variations (Supplemental Tables S2–S4) and when comparing each light condition of WT and *gnat2*, no significant NTA variations could be observed. These results indicate that the N-terminal acetylome is not influenced by short-term light changes and that the different light conditions in terms of NTA are as similar as biological replicates. Treating the different light conditions as biological replicates increased the number of identified and quantified N-termini (*e.g.* yielded 87% overlap between WT and *gnat2*, Fig. 5*A*). This allowed us to get a more profound analysis of the impact of *gnat2* KO background as we could validate further proteins (Fig. 5, *B*, and *C* and Supplemental Data Set 4). Intriguingly, proteins in which NTA was strongly reduced in the *gnat2* background were involved in photosynthesis, amino acid biosynthesis, plastid translation, and RNA interactions (Table 1). The iceLogo representation of the N-terminal sequences with a 40% decreased NTA yield (with less than a 5% variation) in *gnat2* compared to WT shows that proteins starting with Thr or Val are the most favored substrates of GNAT2 (Fig. 5*D*). NatB-like substrates (MetAsp/Glu) are clearly insensitive to the loss of GNAT2. In addition, residues at positions 1 and 3 seem to play an important role for GNAT2 substrate recognition, with Ala and Ser largely preferred, as well as Val at position 1 (Fig. 5*D*). Finally, alterations in NTA level did not lead to significant changes in total protein abundance during the short-term light treatments, as well as in the *gnat2* mutant when compared to the WT (Supplemental Fig. S5).

**Fig. 5:**
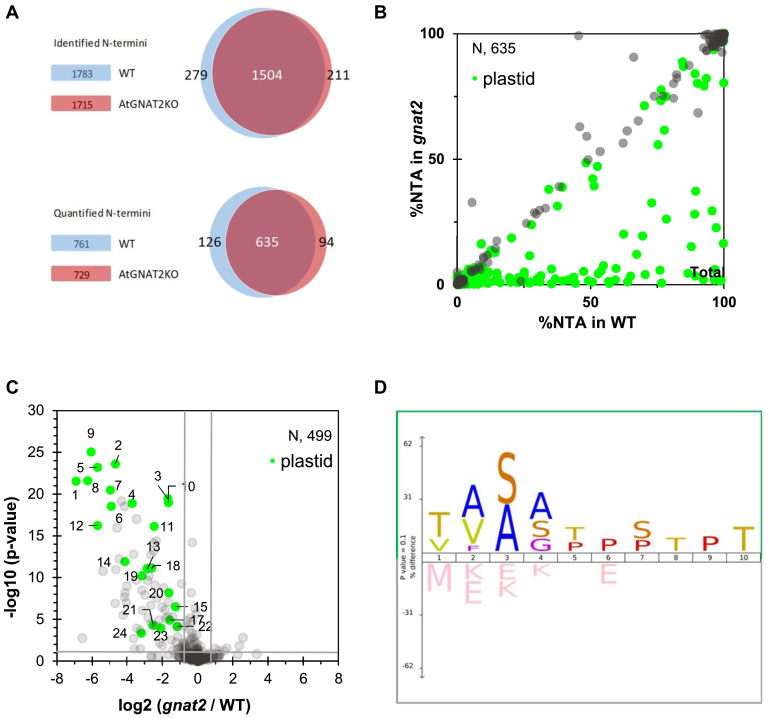
**Impact of *gnat2* on *in vivo* NTA substrates.***A*, Venn diagrams representing the N-termini either identified (*upper*) or quantified (*lower*) in WT and *gnat2* samples. In each case, more than 80% of N-termini were shared between the two conditions, allowing for a reliable comparison. *B*, correlation graphs representing the N-terminal acetylation yields of proteins that have been quantified in both WT and *gnat2* samples independently of the growth condition, amounting to 635 N-termini. All the data points on the lower-right part of the graph represent the proteins with decreased NTA yields in the *gnat2* samples. Proteins located in the plastid, regardless of NTA levels, are colored in *light green*. *C*, volcano plot representing the NTA variations between *gnat2* and WT grouped samples. The *p*-value threshold was set at 0.1 and the log_2_ fold-change to ± 0.75. The N-termini that satisfy both of these conditions and have a decreased NTA level of at least 40% in *gnat2* are numbered (see below). Proteins located in the plastid and displaying a significant decrease of NTA level are colored in *light green*. *D*, iceLogo representation comparing the N-ter sequences with a 40% decrease minimum of NTA yield to those with less than a 5% variation, when comparing the *gnat2* mutants to the WT samples, after combining all the entry values from the corresponding light condition groups (see below and Table 1). Protein accessions (and start positions) for (*C*) of this figure from spot #1 to 24: 1: AT1G64770.1 (19), 2: AT4G27440.1 (68), 3: AT4G24830.1 (75), 4: AT3G57560.1 (51), 5: AT2G24820.1 (51), 6: AT1G03630.1 (69), 7: AT1G16080.1 (45), 8: AT3G54050.1 (60), 9: AT3G03630.1 (57), 10: AT3G54050.1 (61), 11: AT4G17300.1 (60), 12: AT4G35250.1 (65), 13: AT3G63410.1 (51), 14: AT1G45474.1 (33), 15: AT2G29630.1 (55), 17: AT4G30950.1 (70), 18: AT3G02780.1 (46), 19: AT1G16080.1 (44), 20: AT1G18170.1 (29), 21: AT5G13630.1 (50), 22: AT1G09795.1 (57), 23: AT4G13430.1 (48), 24: AT3G13490.1 (48).

**Table 1:** Proteins displaying significant NTA decrease (at least 40%) in *gnat2* compared to WT samples, after combining all the entry values from all the corresponding light condition into two global WT and *gnat2* groups; entries with a plot number were quantified in both replicates of each condition, allowing the calculation of a *p*-value

Plot #	Araport-11 accession	Entry name	Subcellular localization	Acetylation position	N-1 residue	N-terminal sequence	%NTA (WT)	%NTA (gnat2)	% NTA Diff.(gnat2-WT)	Protein expression Stability	KAcRatio (gnat2/WT)
9	AT3G03630.1	CYSK4_ARATH	plastid	57	G	AISGKSSTGT	98.7 ± 1.5	1.5 ± 0.6	−97.2	+	n.i.
2	AT4G27440.1	PORB_ARATH	plastid	68	Q	TAATSSPTVT	89.3 ± 2.2	3.5 ± 0.6	−85.8	+	n.i.
5	AT2G24820.1	TIC55_ARATH	plastid	51	S	AVAGTAVSDQ	96.4 ± 1.0	1.9 ± 2.4	−94.6	+	n.i.
8	AT3G54050.1	F16P1_ARATH	plastid	60; 323 (K)	M	AVAADAAETK	44.3 ± 1.5	0.6 ± 0.2	−43.8	+	0.975
1	AT1G64770.1	PNSB2_ARATH	plastid	19	S	SISAPQTQT	76.6 ± 1.4	0.6 ± 0.3	−76.0	+	n.i.
7	AT1G16080.1	C0Z2K9_ARATH	plastid	45; 275 (K)	A	AASAATAKKL	59.2 ± 2.2	1.9 ± 0.7	−57.4	+	1.308
3	AT4G24830.1	ASSY_ARATH	plastid	75	A	VLSGDGTALT	95.6 ± 0.9	29.5 ± 2.0	−66.1	+	n.i.
10	AT3G54050.1	F16P1_ARATH	plastid	61; 323 (K)	A	VAADAAETKT	89.1 ± 2.6	28.1 ± 1.7	−60.9	+	0.975
4	AT3G57560.1	NAGK_ARATH	plastid	51; 91 (K)	A	TVSTPPSIAT	76.0 ± 1.4	5.8 ± 0.8	−70.2	+	0.836
6	AT1G03630.1	PORC_ARATH	plastid	69; 334 (K)	Q	TVTATPPANE	49.2 ± 1.5	1.6 ± 0.2	−47.6	+	1.081
12	AT4G35250.1	HC244_ARATH	plastid	65	C	SAAAVNLAPG	98.9 ± 1.0	1.9 ± 0.8	−97.1	+	n.i.
11	AT4G17300.1	SYNO_ARATH	plastid	60	C	TAVSESLGSG	67.3 ± 2.8	12.1 ± 1.4	−55.2	+	n.i.
14	AT1G45474.1	LHCA5_ARATH	plastid	33	K	AAGGGINPTV	70.5 ± 2.7	4.1 ± 1.4	−66.4	+	n.i.
18	AT3G02780.1	IDI2_ARATH	plastid	46; 144 (K)	R	AFSGTAMTDT	99.8 ± 0.3	16.4 ± 03	−83.4	+	0.862
13	AT3G63410.1	BQMT_ARATH	plastid	51	C	SSSSVSSSRP	54.8 ± 2.6	7.6 ± 1.7	−47.2	+	n.i.
19	AT1G16080.1	C0Z2K9_ARATH	plastid	44; 275 (K)	M	AAASAATAKK	47.4 ± 1.2	5.3 ± 0.5	−42.1	+	1.308
20	AT1G18170.1	FK172_ARATH	plastid	29	Y	ASSSNPPEPE	62.4 ± 2.1	20.2 ± 1.4	−42.2	+	n.i.
15	AT2G29630.1	THIC_ARATH	plastid	55	A	TLTFDPPTTN	89.4 ± 1.7	37.3 ± 1.4	−52.1	+	n.i.
17	AT4G30950.1	FAD6C_ARATH	plastid	70	A	VAAPVAPPSA	78.4 ± 2.6	26.1 ± 1.1	−52.3	+	n.i.
21	AT5G13630.1	CHLH_ARATH	plastid	50	S	AVSGNGLFTQ	87.8 ± 5.7	15.2 ± 6.7	−72.6	+	n.i.
22	AT1G09795.1	HIS1B_ARATH	plastid	57	C	VSNAQKSVLN	72.9 ± 1.2	32.6 ± 0.9	−40.3	+	n.i.
23	AT4G13430.1	LEUC_ARATH	plastid	48	S	VMAPQKDRSP	97.1 ± 0.1	22.8 ± 3.7	−74.3	+	n.i.
24	AT3G13490.1	SYKM_ARATH	plastid, mitoch	48	S	AASSSSSSAT	59.6 ± 3.4	6.5 ± 0.0	−53.0	+	n.i.
	AT1G74970.1	RR9_ARATH	plastid	53	A	TVSAPPEEEE	96.7	6.1	−90.6	+	n.i.
	AT1G68590.1	RRP31_ARATH	plastid	50; 134 (K)	L	AAPETLTAET	92.3	2.0 ± 0.1	−90.3	+	0.949
	AT4G33470.1	HDA14_ARATH	plastid	45	C	SFSTEKNPL	86.5	4.5 ± 1.1	−82.0	+	n.i.
	AT5G22800.1	SYAP_ARATH	plastid	56	A	KSSSVSVQPV	63.9	1.1 ± 0.2	−62.8	+	n.i.
	AT2G25840.1	SYWM_ARATH	plastid	53	C	SVATDDTSPS	64.9 ± 2.0	3.4	−61.6	+	n.i.
	AT3G54050.1	F16P1_ARATH	plastid	63; 323 (K)	A	ADAAETKTAA	57.0	0.5 ± 0.2	−56.5	+	0.975
	AT3G13490.1	SYKM_ARATH	Plastid, mitoch	46	C	ASAASSSSSS	56.7	1.3 ± 0.3	−55.4	+	n.i.
	AT1G59840.1	CCB4_ARATH	plastid	34	A	SSSSTSQKPK	69.5	19.4	−50.1	+	n.i.
	AT2G26670.1	HMOX1_ARATH	plastid	57	A	TTAAEKQKKR	50.6	1.1 ± 0.2	−49.5	+	n.i.
	AT1G484A600A.1	78W3G7_ARATH	plastid	62	C	SSSQSDSRPE	52.9	4.4 ± 1.5	−48.5	+	n.i.
	AT1G31180.1	LEU33_ARATH	plastid	35	C	AAASPVKKRY	53.9	5.5 ± 1.4	−48.5	+	n.i.
	AT5G16440.1	IDI1_ARATH	plastid	56	S	AVTMTDSNDA	43.7	3.0 ± 1.5	−40.7	+	n.i.

Other entries were only quantified in a single replicate of at least one condition. Unless specified otherwise, all acetylated positions are protein N-termini. The plot number (Plot #) is referring to the labels used in Figures 4 and 5.

n.i. entries not identified in the experiment.

### Lysine Acetylome Analysis under the Different Light Conditions

Previous studies have shown that photosynthetic proteins are overrepresented among the cellular acK proteins next to histones (51). In addition, it was reported that lysine acetylation affects the activities of several Calvin-Benson cycle enzymes, such as RuBisCO and RuBisCO activase (6, 7, 51). While an increase in RuBisCO lysine acetylation on K334 was reported to occur in the darkness within the diurnal cycle of Arabidopsis plants (7), the dynamic response of lysine acetylation to unexpected changes in light conditions has not been investigated so far. Hence, we analyzed the light-dependent response of the lysine acetylome in response to D and HL, as well as the specific role of GNAT2 in this response. For the lysine acetylome analysis, TMT-labeled peptides from each growth condition were pooled and enriched for peptides carrying acetylated lysines (52). The samples were analyzed by mass spectrometry and acK changes were quantified in both genotypes under the different light conditions. In total, we detected 2560 acK sites (Supplemental Data Set 5). Figure 6 summarizes the overall response in altered lysine acetylation of the plants. In WT plants, 26 and 17 acK sites showed a significant change in their abundances (*p*-value <0.05, fold-change >0.75 or < −0.75, n > 2–4) upon 2 h HL or D treatment, respectively (Fig. 6, *A* and *B*). Of those, eight and seven acK sites were derived from plastid proteins (indicated in green). In comparison, the *gnat2* plants showed a more pronounced deregulation in the lysine acetylome after 2 h HL treatment with 50 acK sites upregulated, while only nine acK sites were also significantly upregulated in the WT. From the 54 significantly regulated acK sites in total, 16 were derived from plastid proteins (Fig. 6*D*, highlighted in green). For example, the large subunit of RuBisCO (#60 in Fig. 6) and RuBisCO activase (#41) were increased in lysine acetylation, while their modification status was not significantly altered in WT plants under the different light conditions. However, proteins from other subcellular localizations, such as phospholipase D Z1 (#14) which resides at the plasma membrane, were also significantly more acetylated in *gnat2* under HL conditions, while the site was downregulated in WT. Only seven acK sites were significantly changed in their abundances after 2 h D in *gnat2* plants (Fig. 6*C*), among which two were overlapping with WT plants from the same treatment. In *gnat2*, the light harvesting protein LHCB2.1 (#39) was strongly increased in its acK status under both D and HL compared to C conditions, while in WT, much milder (though significant) increases in acK fold-changes were observed. This is interesting in the context that *gnat2* mutants fail to perform state transitions (13). In both genotypes, several proteins involved in transcriptional regulation, such as HY5 (#25 in Fig. 6), CONSTANS-like 1 (#26), SALT TOLERANCE (STO, #4), histone H2A (#70), and the CLEAVAGE AND POLYADENYLATION SPECIFICITY FACTOR 73-I (#72) were found more acetylated under 2 h HL conditions compared to C (Fig. 6, *B*, *D*, and *G*). When transferred to 2 h D, plants of both genotypes respond with a strong acetylation of K55 of acyl carrier protein 2 (ACP2, #28), localized to chloroplasts (Fig. 6, *A*, *C*, and *F*). While the respective site is conserved in ACP4 (#19), no modification is detected on K52. The protein sequences of ACP2 and 4 are 48% identical, however not aligned in the first 48 AA representing their respective transit peptides. The acetylation of the conserved K67 in ACP4 (#19) is more pronounced in WT plants (Fig. 6*A*, *p* < 0.05), which might be explained due to the varying sequence context in ACP2 (#28) and 4 for this particular residue. Both these ACPs are known to be expressed in leaves. Generally, the lysine acetylome was responsive to the light treatment as shown in the deregulation of several acetylation sites on proteins from photosynthesis and other cell functions. While there was little change in protein abundance levels, the lysine acetylation was primarily responsive to the different light treatments (Supplemental Fig. S6, *A* and *B*).

**Fig. 6:**
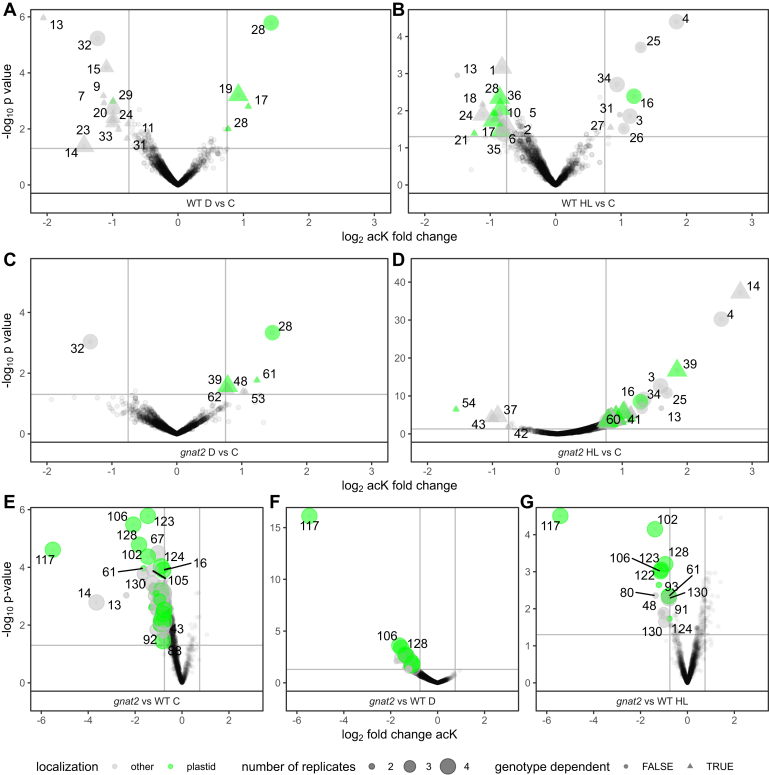
**Quantitative lysine acetylation (acK) profiling.** acK abundance changes were quantified *via* TMT labeling and compared either for different light conditions (panels *A–D*) or genotypes (panel *E–G*). Volcano plots showing abundance changes and -log_10_(*p*-values) from LIMMA analysis for acK sites quantified in at least two replicates. log_2_ fold-changes ± 0.75 and *p*-value = 0.05 are indicated as *solid lines*. For significantly altered acK sites, the corresponding gene names are given (*A–D*) or indicated as numbers; *solid symbols* are used and both *circles* and *triangles* are scaled in size according to the number of replicates. Plastid-localized proteins are indicated in *green*. Sites with identical response to the light treatment in either genotype are indicated as *circles* in *A–D*. Protein accessions in this figure from spot #1 to 136: 1: AT1G66200.1, 2: AT1G70310.1, 3: AT1G74310.1, 4: AT1G06040.1, 5: AT1G77800.7, 6: AT1G79550.2, 7: AT2G20420.1, 8: AT2G27020.1, 9: AT2G28720.1, 10: AT2G30620.1, 11: AT2G30950.4, 12: AT3G10520.1, 13: AT3G14540.2, 14: AT3G16785.6, 15: AT3G22430.1, 16: AT3G47070.1, 17: AT1G12900.1, 18: AT3G55280.3, 19: AT4G25050.1, 20: AT4G29790.1, 21: AT4G32520.2, 22: AT4G34870.1, 23: AT5G02960.1, 24: AT5G07090.3, 25: AT5G11260.1, 26: AT5G15850.1, 27: AT1G20670.1, 28: AT1G54580.1, 29: AT3G55800.1, 30: AT3G62030.1, 31: AT5G14370.1, 32: AT1G26630.1, 33: AT1G32750.1, 34: AT1G44575.3, 35: AT1G52740.1, 36: AT1G56190.1, 37: AT1G65660.1, 38: AT1G79600.1, 39: AT2G05100.1, 40: AT5G60390.3, 41: AT2G39730.2, 42: AT2G45290.2, 43: AT3G04920.2, 44: AT3G09440.4, 45: AT3G15970.2, 46: AT3G17930.1, 47: AT3G44110.1, 48: AT3G62120.3, 49: AT4G01150.1, 50: AT4G20850.1, 51: AT4G38100.2, 52: AT5G01530.1, 53: AT5G07350.1, 54: AT5G13510.1, 55: AT5G15200.1, 56: AT5G26000.1, 57: AT5G27670.1, 58: AT5G47840.2, 59: AT5G59910.1, 60: ATCG00490.1, 61: AT1G51400.1, 62: AT1G75750.1, 63: AT3G46780.1, 64: AT5G13630.1, 65: AT5G20720.4, 66: AT5G66570.1, 67: AT1G29470.2, 68: AT1G30480.1, 69: AT1G50620.1, 70: AT1G51060.1, 71: AT1G55490.5, 72: AT1G61010.5, 73: AT1G61730.1, 74: AT1G65930.1, 75: AT1G68790.1, 76: AT1G72150.1, 77: AT2G18740.2, 78: AT1G07320.4, 79: AT4G38970.1, 80: AT5G59970.2, 81: AT2G31670.1, 82: AT3G18780.3, 83: AT1G01090.1, 84: AT2G46820.2, 85: AT2G47610.1, 86: AT1G09340.1, 87: AT3G02350.1, 88: AT3G08940.2, 89: AT5G02500.1, 90: AT3G12390.1, 91: AT3G13930.1, 92: AT3G15790.3, 93: AT3G21055.1, 94: AT3G25860.1, 95: AT3G26070.1, 96: AT3G26450.1, 97: AT3G44310.3, 98: AT3G48420.1, 99: AT3G48930.1, 100: AT3G52250.2, 101: AT3G54560.2, 102: AT3G56010.1, 103: AT3G04120.1, 104: AT3G63140.1, 105: AT4G05180.2, 106: AT4G13500.1, 107: AT4G23850.1, 108: AT4G24280.1, 109: AT4G34240.4, 110: AT5G09510.1, 111: AT5G10010.1, 112: AT5G22450.3, 113: AT5G22800.1, 114: AT5G38420.1, 115: AT5G42980.1, 116: ATCG00130.1, 117: ATCG00270.1, 118: ATCG00350.1, 119: ATCG00680.1, 120: ATCG00800.1, 121: AT1G20020.1, 122: AT1G20340.1, 123: AT1G52510.1, 124: AT1G54630.1, 125: AT1G55670.1, 126: AT1G71500.1, 127: AT1G74970.1, 128: AT2G05310.1, 129: AT3G15190.1, 130: AT3G21055.2, 131: AT4G01690.1, 132: AT4G21280.1, 133: AT5G35630.3, 134: AT1G03630.2, 135: AT1G42970.1, 136: AT3G12780.1. TMT, tandem mass tags.

A direct comparison of the effect of *gnat2* relative to WT shows a more than 30-fold downregulation in acK level of the photosystem II PSBD protein (#117, Fig. 6, *E*–*G*), which is dependent on the genotype but independent of the light conditions. This essential photosynthetic protein, forming the core of PSII together with the D1 protein, is not altered in its protein abundance when comparing *gnat2* to WT. This contrasts with PSBTN, which is strongly upregulated in its abundance in *gnat2*, while its acK status is slightly decreased in *gnat2* relative to WT (Supplemental Fig. S6). While the acK PSBD protein has not been identified in our previous study, several other proteins were confirmed as GNAT2 substrate proteins in this lysine acetylome analysis, such as PSBH, KEA1/2, and two small unknown thylakoid membrane proteins (Supplemental Fig. S7). When correlating changes in acK and NTA status of the different light treatments in WT and *gnat2* mutants, also here it was apparent that the lysine acetylome is responsive to light while nearly no variation in NTA levels were observed (Supplemental Fig. S8, *A*–*D*). In response to *gnat2* compared to WT, there is only the PSBD protein which is simultaneously downregulated in its acK and NTA level (acK down-regulated by 45-fold, NTA down-regulated by 20%) independent of the light treatment (Supplemental Fig. S8, *E*–*G*).

## Discussion

The rapid development of multi-omics approaches has made it possible to acquire and analyze multidimensional big data (*e.g.* representing protein and nucleic acid modifications, proteomes, transcriptomes, and metabolomes) of entire organisms. However, several challenges persist before we can fully take advantage of these approaches. When the data are collected from various sources, it can be challenging to connect the information with each other with the aim to provide an integrative overview about the cellular or organism wide responses. Especially co- and post-translational protein modifications provide essential mechanisms for regulating protein activities and functions. However, the systematic evaluation of their relevance is at its infancy, and even less is known about the interplay of different co-occurring protein modifications and how they respond to different stimuli (53). There are only a few studies where the dynamics of different protein modifications are coupled with other omics data in response to specific signals to systemically address cell signaling processes and physiological responses to the environment (41, 54, 55, 56).

In this study, we provide the first comprehensive overview of how the transcriptome, proteome, lysine, and N-terminal acetylome are simultaneously orchestrated in response to short-term D and HL treatments in Arabidopsis WT and a *gnat2* KO mutant line. Specifically, we investigate how the two different types of acetylations catalyzed by one enzyme—here GNAT2—in the chloroplast distinctively respond to short-term changes in light conditions.

Light alterations on the long run, including seasonal variations or night-day transitions, are one of the major regulatory factors controlling germination, growth, and general fitness of plants. In addition, within a single day, hour after hour, plants need to constantly acclimate to short- and longer-term changes in light intensity. Plants avoid photo-oxidative damage by multiple strategies, including changes in the absorption cross-section of the light-harvesting antenna associated with either PSII or PSI (*i.e.*, state transitions (57)), induction of thermal dissipation of absorbed excess energy (*i.e.*, non-photochemical quenching) (58, 59), activation of the malate valve for the export of excess reducing equivalents (60), dissipation of excess energy in mitochondria (61), and induction of the ROS scavenging network (62). Intense illumination also results in alkalization and Mg^2+^ accumulation in the chloroplast stroma, which activates the Calvin-Benson cycle. All these actions allow transient reconfiguration of primary and secondary metabolism of the plant through retrograde signaling cascades, which coordinate chloroplast function and nuclear gene expression (63). Many studies are available on the acclimation to long-term light changes, but less is known about how the proteome and different PTMs respond in a coordinated manner to short term changes in light availability. A recent study investigated the effect of short-term HL treatment from 2 min to 72 h on both the transcriptome and metabolome levels and on the protein redoxome in Arabidopsis (41). While strong regulations were observed on the metabolome level, which must be directed by changes in protein activities, no major changes were observed on the dithiol-based regulation of the proteome (41).

In our study, we observed the upregulation of adenosine metabolites after the 2 h exposure to HL. The opposite tendency was revealed under the 2 h exposure to D. This is in agreement with previous data showing that metabolism of photosynthesizing organisms changes immediately upon alteration of photosynthetic conditions such as light (41, 54). However, the preservation of the energy status upon HL illumination suggests that our short-term light treatment did not lead to substantial photo-inhibition, which is in line with a recent study showing only a slight decrease in photosynthetic performance of both *gnat2* and WT plants upon 2 h illumination under 600 μmol photons m^-2^ s^-1^ (19). The same tendency observed in the *gnat2* mutant line revealed that, despite the defects in state transitions (13), the absence of this acetyltransferase does not affect the overall capability of the plants to adjust their metabolism after being transferred to darkness or high light conditions. This observation is in agreement with the findings that state transitions are most important for the acclimation of plants to low light rather than high light conditions (64). In contrast to the 4.5-week-old plants analyzed here, eight-day-old *gnat2* seedlings showed a strong decrease in the maximum quantum yield of PSII after 24 h of constant high light, along with a significant increase in nonregulated photosynthetic quenching (65). Hence, GNAT2 might be important for proper chloroplast development in plants.

High light–induced signals lead to early expression responses, which are followed by slower changes in gene expression. It has been shown that the genes encoding AP2/ERF (APETALA2/ETHYLENE RESPONSE FACTOR) transcription factors are upregulated extremely fast in response to high light (66, 67, 68). Thereafter, genes responding to abiotic stress, especially the family of HSPs, as well as ALTERNATIVE OXIDASE 1a and ascorbate peroxidase APX1 are strongly upregulated (69, 70, 71). The genes regulated by hormones are also enriched among the differentially expressed genes (71).

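The transcripts called at 2 h of HL made up 6.52% of those on the array in WT and 7.52% in *gnat2*. *APX1* (AT1G07890) rose by a log2 fold change of 1.71 in WT (standard error 0.17, adjusted p = 2.62e-08 from limma) and 2.08 in *gnat2* (adjusted p = 8.32e-10). *AOX1A* (AT3G22370) rose by 1.99 in WT (standard error 0.40, adjusted p = 4.60e-04) and 2.49 in *gnat2* (adjusted p = 2.85e-05). The set of heat shock proteins (34 genes) had a median of 1.10 in WT (adjusted p = 7.81e-17 from camera) and 0.85 in *gnat2* (adjusted p = 1.24e-11), and the difference between these responses was called (median -0.21, adjusted p = 0.00128), but not by fry or with the estimated correlation.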

Under our experimental conditions, the transcriptome analysis after 2 h HL revealed differential transcript expression of approx. 6.5% in WT and 7.5% in *gnat2* plants, respectively. This indicates a profound reprogramming of the transcriptome in both genotypes after the light treatment. There was a substantial overlap of commonly regulated mRNAs, with no antagonistically regulated genes between the two genotypes. This data suggests that the global transcriptome adjustment of *gnat2* upon HL treatment occurred early and followed the same pattern as in the WT. This is different to the *stn7* mutant, which has a defect in state transitions and a similar phenotype as *gnat2*, but is incapable to induce genes related to jasmonate signaling, pathogen defense, and anthocyanin accumulation after 1 h of HL treatment (72). While jasmonate signaling was not induced in our conditions, the transcription factor MYB75, which is important for anthocyanin accumulation upon HL treatment (73), was significantly induced in both WT and *gnat2*. This might indicate that *snt7* has an additional defect in controlling plastid ROS homeostasis (74), which is not the case in *gnat2*. 

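The *MYB75* (AT1G56650) transcript rose under HL from 4.22 ± 0.81 to 6.63 ± 0.13 in WT (log2, SD, n = 4) and from 3.95 ± 0.24 to 6.82 ± 0.10 in *gnat2* (SD, n = 4). The log2 fold change was 2.41 in WT (standard error 0.24, adjusted p = 1.96e-08 from limma) and 2.87 in *gnat2* (adjusted p = 8.85e-10), and the difference between them, 0.46, was not called (adjusted p = 0.912). The jasmonate set had a median of 0.58 in WT, where it was not called (adjusted p = 0.0661 from camera). In *gnat2* the median was 0.63, and the set was called (adjusted p = 0.0124). With the replicate number as a block, camera called the set in WT too (adjusted p = 0.0439). The difference between the genotypes was not called (adjusted p = 0.173), and the call in *gnat2* held under fry but not with the estimated correlation. *JAZ5* (AT1G17380) rose by 2.45 in WT (standard error 0.25, adjusted p = 2.90e-08) and 2.41 in *gnat2*, *LOX4* (AT1G72520) by 1.82 in *gnat2*, and *TIFY7* (AT1G70700) by 1.71 in *gnat2*, where HL replicate 2 stood apart from the other arrays.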

Like in the HL response, similar responses to D were observed with both WT and *gnat2*. It should be noted, however, that transcriptional changes do not necessarily reflect protein abundance shifts, and the photosynthetic capacity of the plant cannot be predicted based on their transcriptome (71, 75, 76, 77, 78). Our quantitative proteomics analysis revealed specific protein accumulations, in dependence of the light treatment or genotype. An accumulation of the HSPs was detected both in WT and *gnat2* in response to the intense illumination (Fig. 3 and Supplemental Data Set 3). While we cannot exclude that a raised leaf temperature from the HL treatment was responsible for the induction of these proteins, recent studies showed that HL itself is probably responsible for the induction of the HSPs (40, 41). In addition, a specific accumulation of PsbTn and TIC62 was observed in *gnat2* compared to WT independent of the light conditions. PsbTn is an interesting candidate protein since it was recently found to play an important role in the acclimation of PSII to light shifts or intense illumination (48). While TIC62 was not detected in our previous study, PsbTn was previously not found to be significantly deregulated in its abundance between WT and *gnat2* (13). Intriguingly, it was recently shown that subtle changes in the growth light conditions affect the growth phenotype of *gnat2* (19), pointing to a possibility that the observed abundance alterations may be dependent on harvest time or microclimate since light intensity, photoperiod, and temperature were similar in both studies.

Successful acclimation of plants to light-induced changes requires not only reprogramming of RNA expression and regulation of protein accumulation but also PTMs of proteins (79). For instance, PSII repair cycle and photosynthetic state transitions are dependent on protein phosphorylation modifications (23, 25, 80, 81). During transition from state 1 to 2, LHCII associates with PSI to balance the excitation energy between the two photosystems. This association is regulated through the light-dependent reversible phosphorylation of the LHCII subunits LHCB1 and LHCB2 (49, 82, 83, 84, 85, 86). We have recently reported that the loss of GNAT2 results in decreased K- and N-terminal acetylation of chloroplast proteins, as well as in defective state transitions under standard light conditions (2, 13). Upon HL treatment, we observed a stronger deregulation of K-acetylation on proteins localized in different subcellular compartments in *gnat2* compared to WT (Fig. 6, *B* and *D*). This might be explained by the action of other acetyltransferases or deacetylases, which compensate for the loss of GNAT2.

Although the high frequency of plastid NTA on subunits of many plastid complexes involved in oxygenic photosynthesis suggested that plastid NTA yield might be dependent on different conditions including light (1), we show here that this does not occur under short-term light treatments. Unlike the N-terminal acetylome, the K-acetylome showed to be very sensitive to the early changes in light conditions especially in the *gnat2* background. This can be explained by the fact that K-acetylation is a reversible PTM that can happen on a faster time scale, while NTA is non-reversible and usually occurs co-translationally or in chloroplasts shortly after protein import and is therefore dependent on protein biosynthesis. In the 2 h time course, hardly any changes in protein abundances were observed. This suggests that K-acetylome marks enable the acclimation in the time regime tested here, while N-terminal acetylation changes might be associated with longer-term responses and/or other signaling responses.

Taken together, our data revealed unique strategies of fast plant acclimation to the different light treatments by lysine acetylation, which suggests that plastid K- and N-terminal acetylations have distinct effects on protein function and therefore mediate different environmental acclimation responses.

## Data Availability

Mass spectrometry proteomics data associated to the N-terminal and lysine acetylomes have been deposited to the ProteomeXchange Consortium (http://proteomecentral.protemeexchange.org).

Lysine acetylome and full proteome data with the identifier JPST001810 can be found at https://repository.jpostdb.org/entry/JPST001810

In addition to that, spectra for acK sites are also accessible *via* MSviewer. The search key for the saved data set is sitefyfimk. The data set can be accessed using the following URL:

https://msviewer.ucsf.edu/prospector/cgi-bin/mssearch.cgi?report_title=MS-Viewer&search_key=sitefyfimk&search_name=msviewer

N-terminomics data are available with the identifier PXD040235.

Transcriptome accession number at Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) is GSE178938.

## Supplemental data

This article contains supplemental data.

## Conflicts of interests

The authors declare that they have no conflicts of interests with the contents of this article.

# Supplementary material for: Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks
**Source:** Mol Cell Proteomics. 2024 Sep 24;23(11):100845. doi: 10.1016/j.mcpro.2024.100845
**Supplement:** Supplemental Figures 1-8

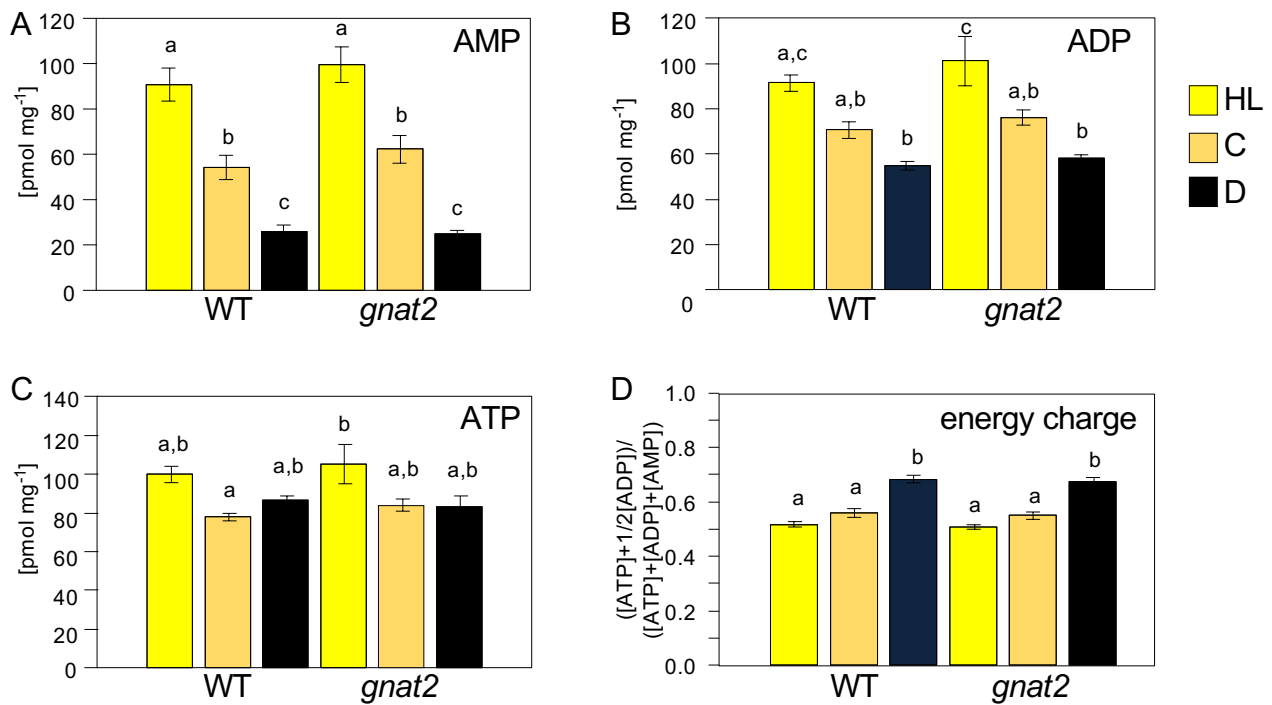

**Supplemental Figure 1 - The adenylate status and energy charge in wildtype and *gnat2* after two hours treatment with high light, control light and darkness.** Plants were grown on soil under short-day conditions. After 4.5 weeks, the plants were subjected to different light regimes interrupting the short-day light cycle. Two hours after the regular onset of light, the plants were treated with high light illumination (HL, 1000  $\mu\text{mol m}^{-2}\text{s}^{-1}$ ) or darkness (D) for two hours. The control group (Ctrl) continued growth at 120  $\mu\text{mol m}^{-2}\text{s}^{-1}$ . Rosette material was harvested and the adenylate status (ATP, ADP and AMP) was analysed by metabolite fingerprinting using an ultra-performance liquid chromatography system. The energy charge was computed as  $([\text{ATP}] + 1/2[\text{ADP}])/([\text{ATP}] + [\text{ADP}] + [\text{AMP}])$ . Data given as means  $\pm$  se. Different letters indicate individual groups identified by pairwise multiple comparisons with a Holm-Sidak, one-way ANOVA ( $p < 0.05$ ,  $n = 4$ ).

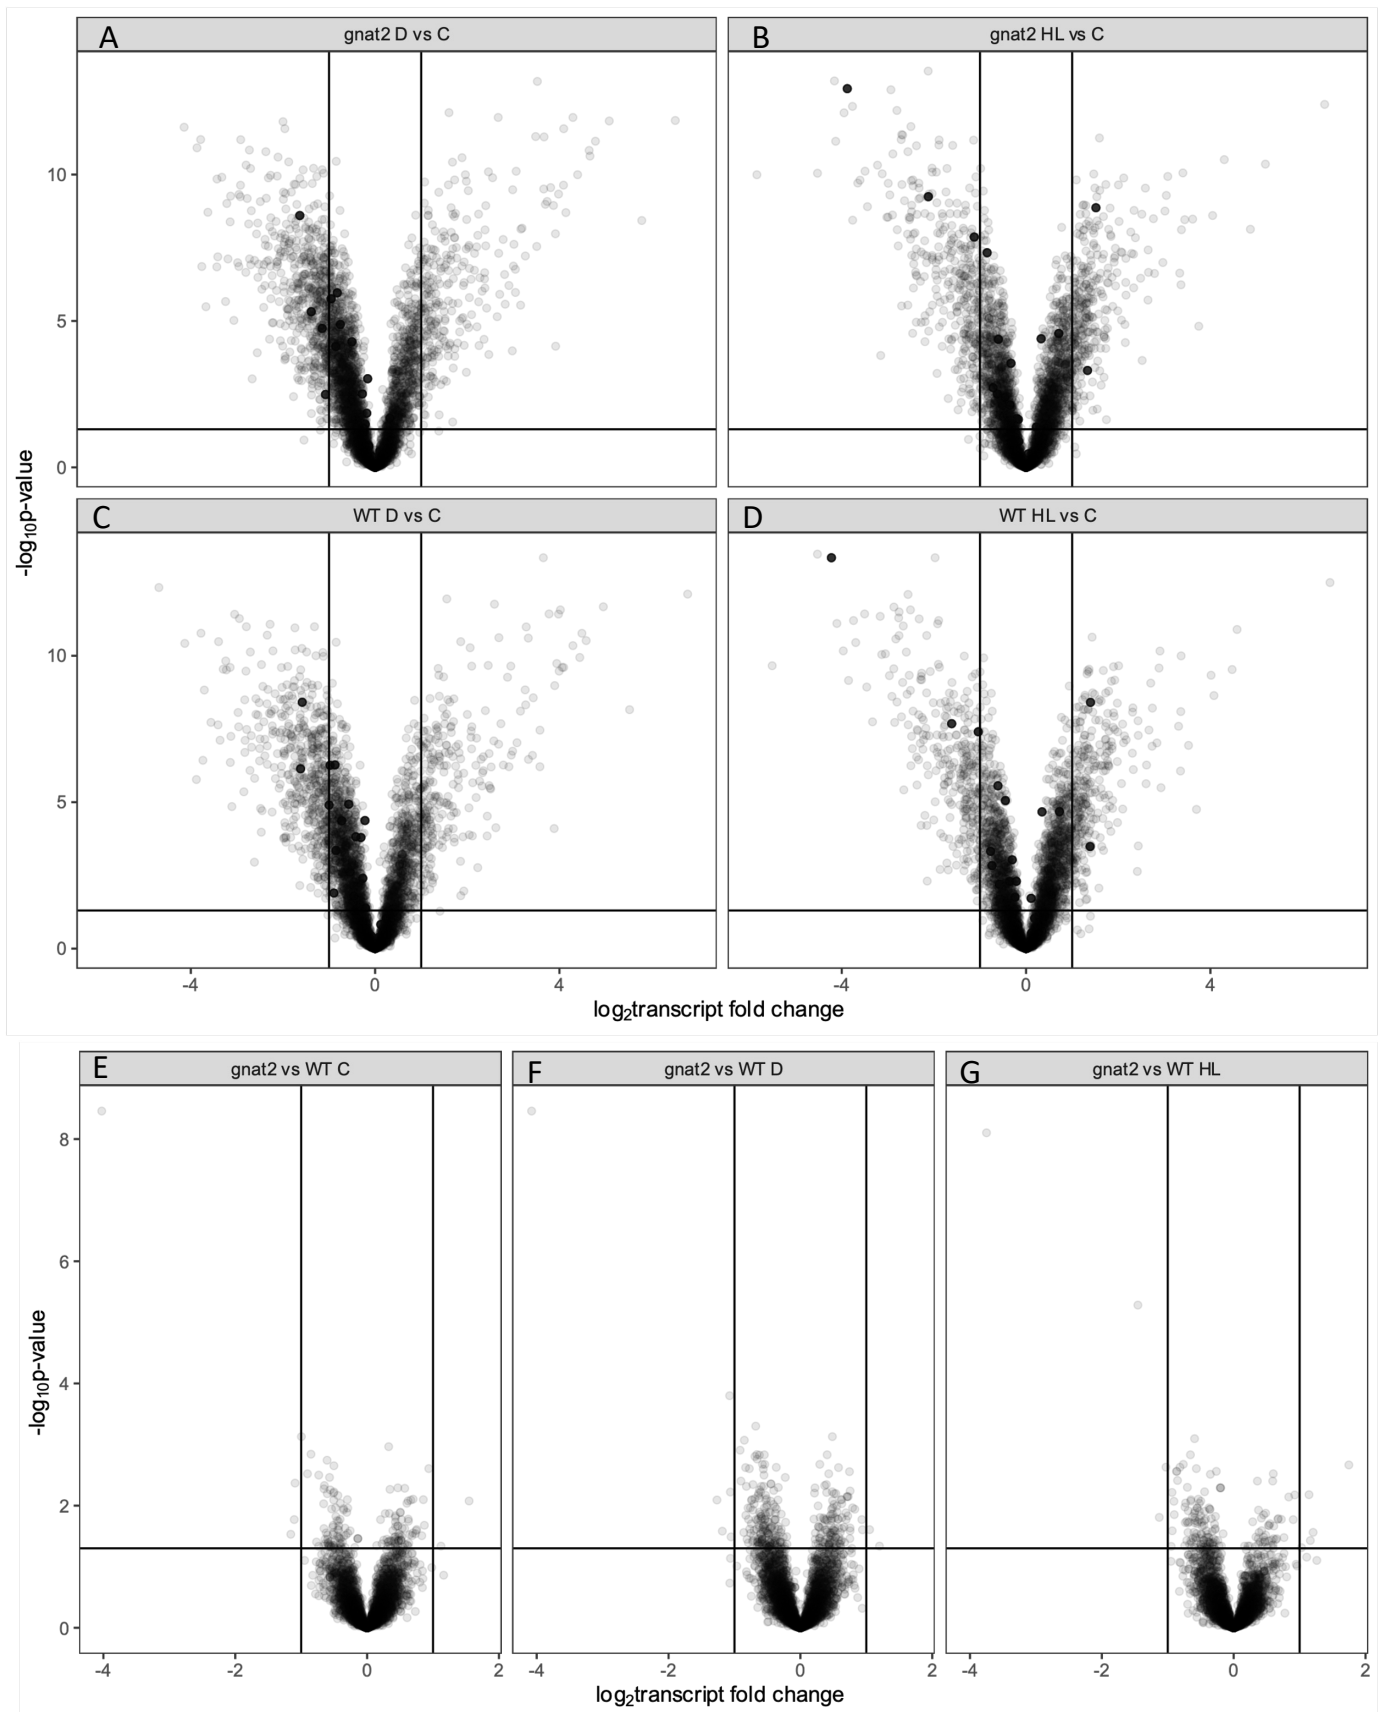

**Supplemental Figure 2 - Volcano plots of transcriptome changes.** Shown are volcano plots for different light conditions. -log<sub>10</sub>(p values) are plotted against the log<sub>2</sub> fold-abundance changes +/- 1. LIMMA p value = 0.05 are indicated as solid lines. Opacity is 5 %.

- A** *gnat2* dark (D) vs control (C)
- B** *gnat2* high light (HL) vs control (C)
- C** WT dark (D) vs control (C)
- D** WT high light (HL) vs control (C)
- E** *gnat2* vs WT control (C) conditions
- F** *gnat2* vs WT darkness (D)
- G** *gnat2* vs WT high light (HL)

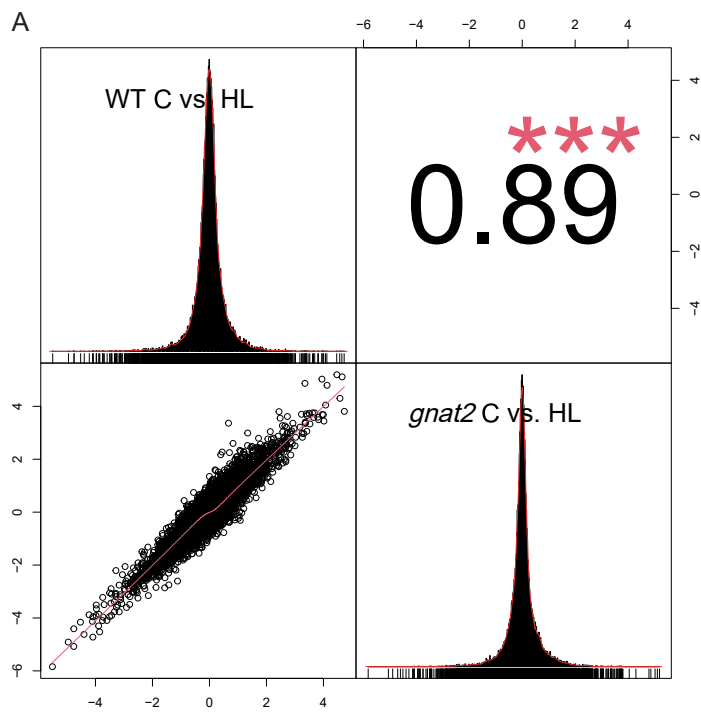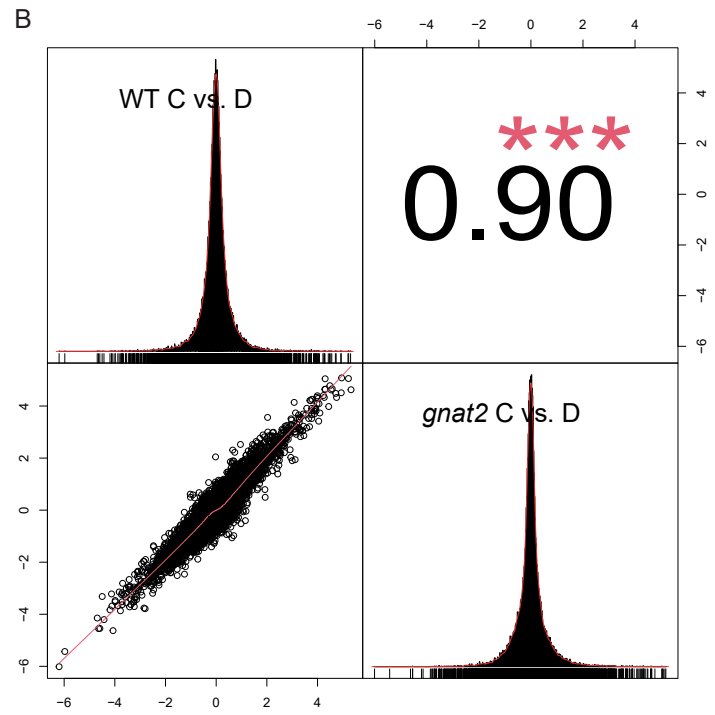

**Supplemental Figure 3: multi scatter plots of transcriptome changes.** Shown are plots for different genotypes under same light conditions as the log<sub>2</sub> fold-abundance changes and the respective Pearson correlation.

**A** *gnat2* and WT control (C) vs high light (HL)

**B** *gnat2* and WT control (C) vs dark (D)

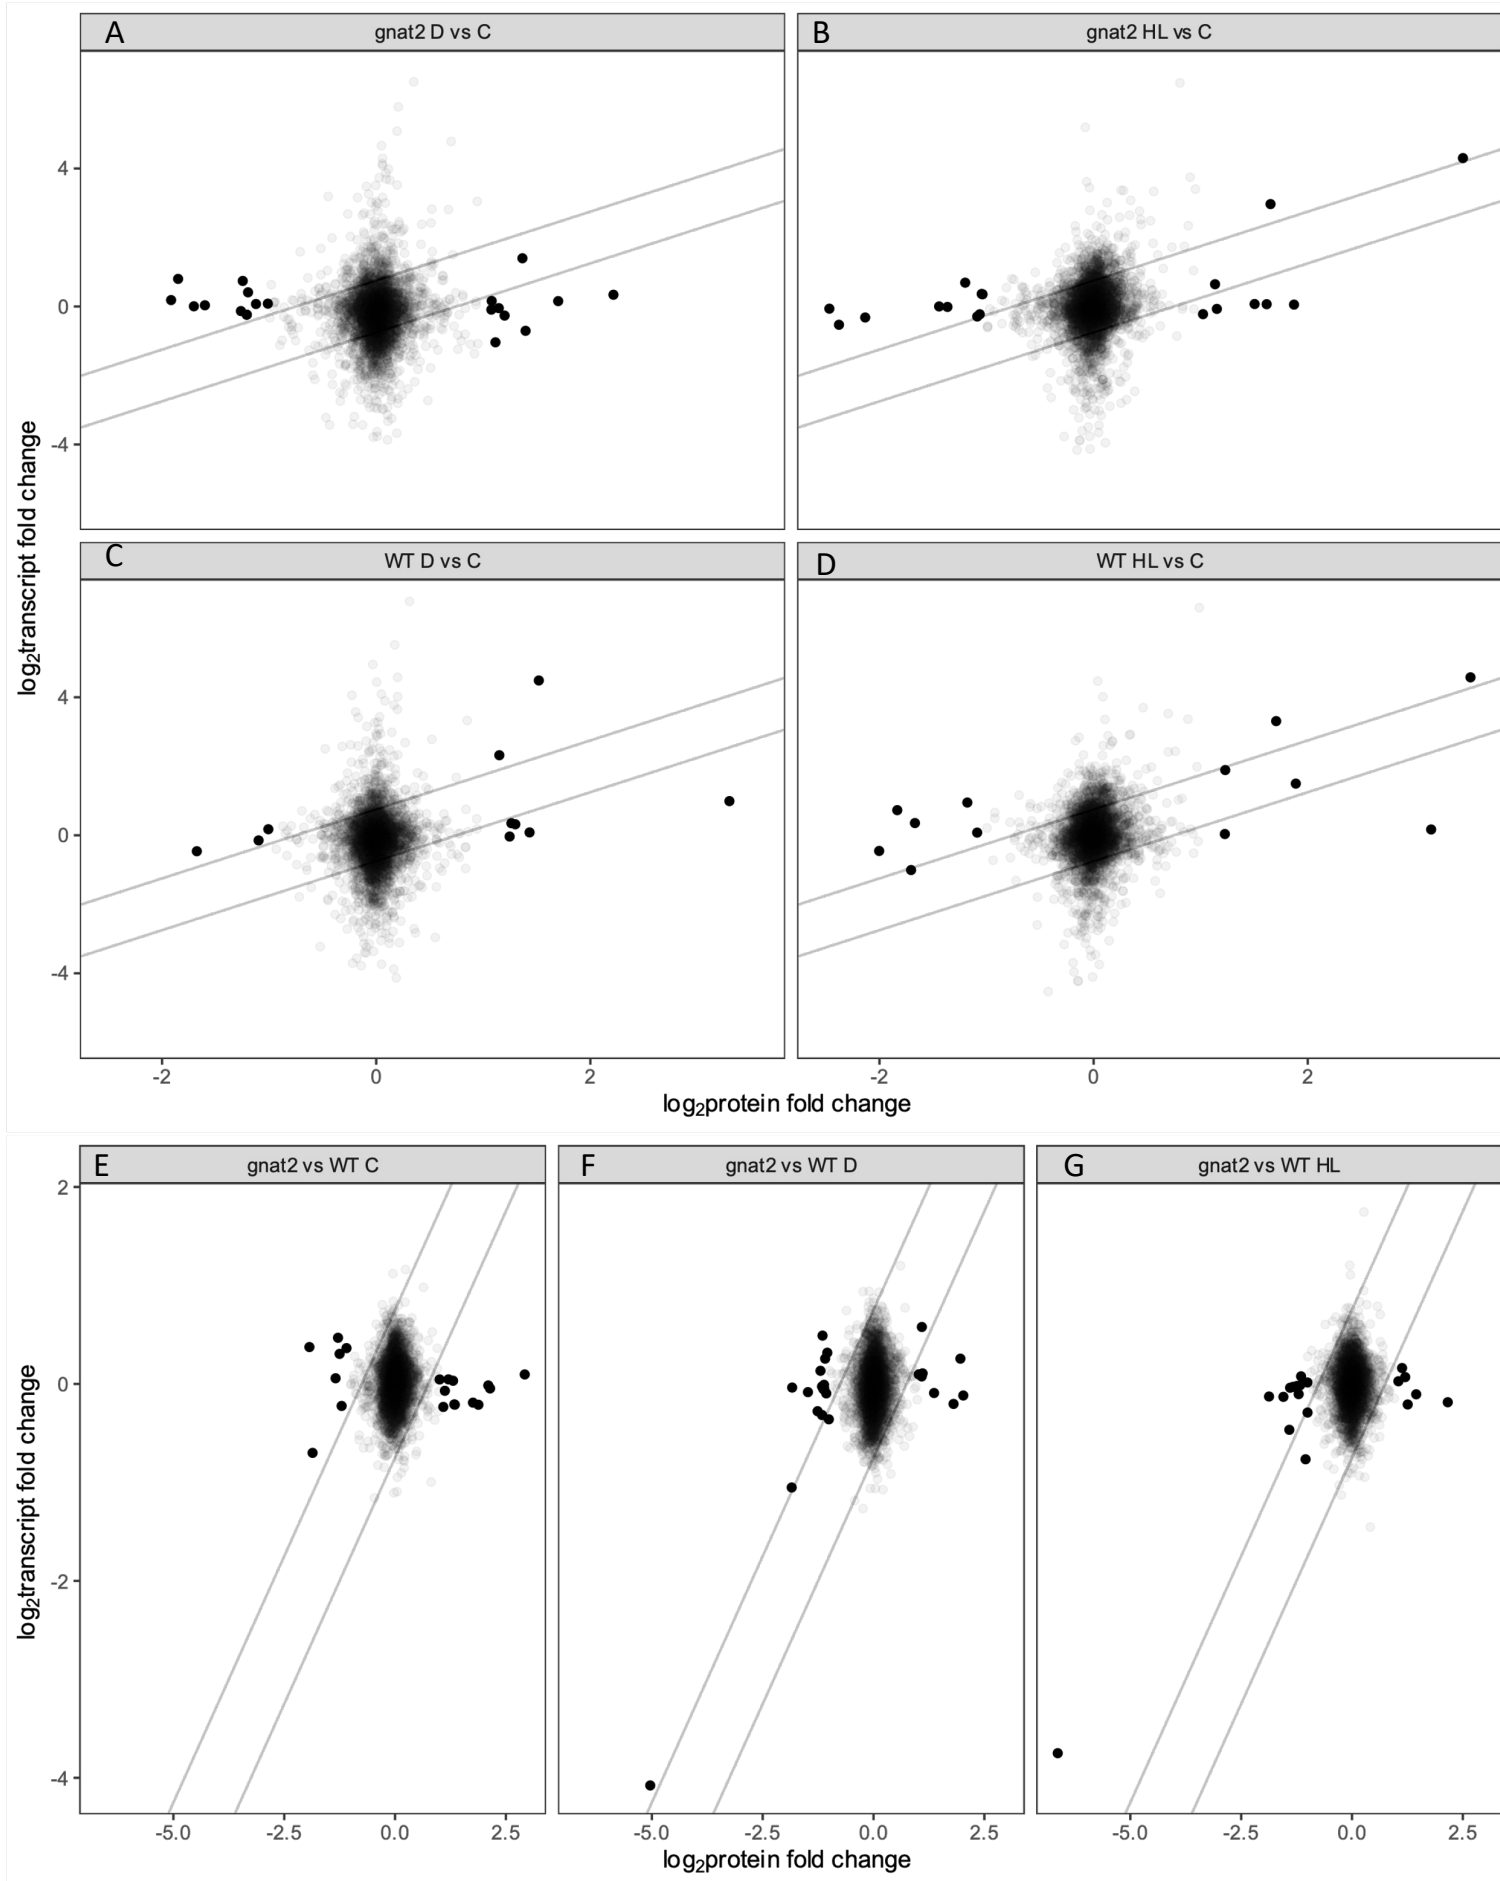

**Supplemental Figure 4 - Transcriptome and proteome correlation.** Scatter plots showing protein and transcript log<sub>2</sub> fold changes for different light conditions (A+B gnat2 dark (D) and high light (HL), C+D WT D and HL) or genotypes (E-G). Solid reference lines with slope = 1 and intercepts +/- 1 representing the difference in abundance changes determined by either method. Genes with protein log FC > 1 or < -1 indicated as solid dots, otherwise alpha = 0.05.

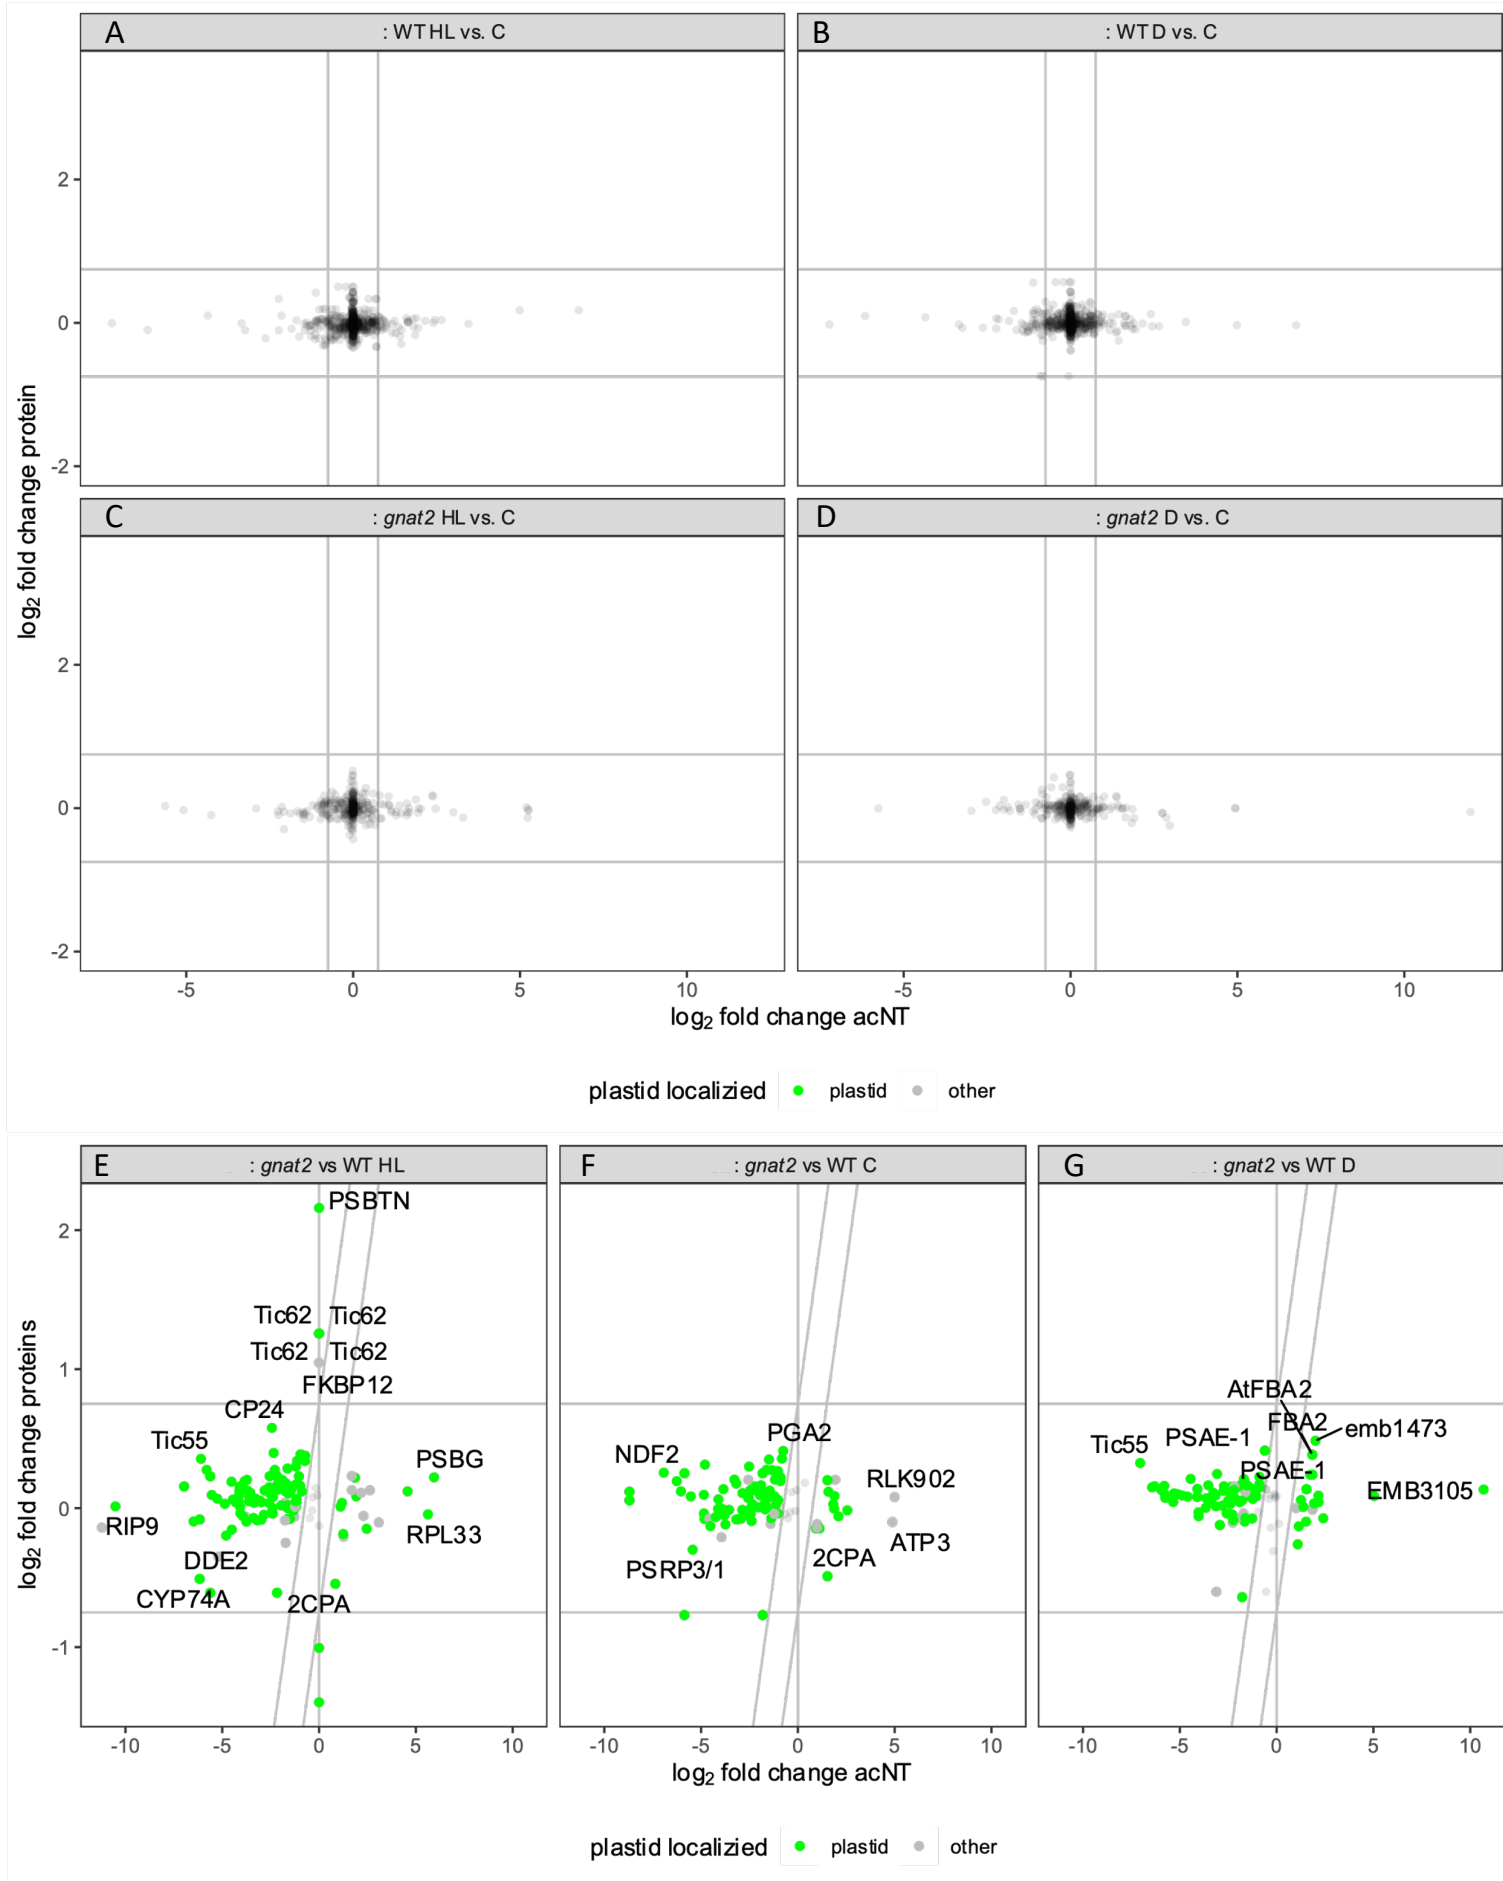

### Supplemental Figure 5 - Proteome and NTA correlation.

A-G Scatter plots showing protein and acNT log<sub>2</sub> fold changes for different light conditions (panels A - D) or genotypes (panel E - G). Solid reference lines with slope = 1 and intercepts +/- 0.75 representing the difference in abundance changes between acetylated NT and unmodified proteins carrying the modification, with respective proteins indicated by gene name.

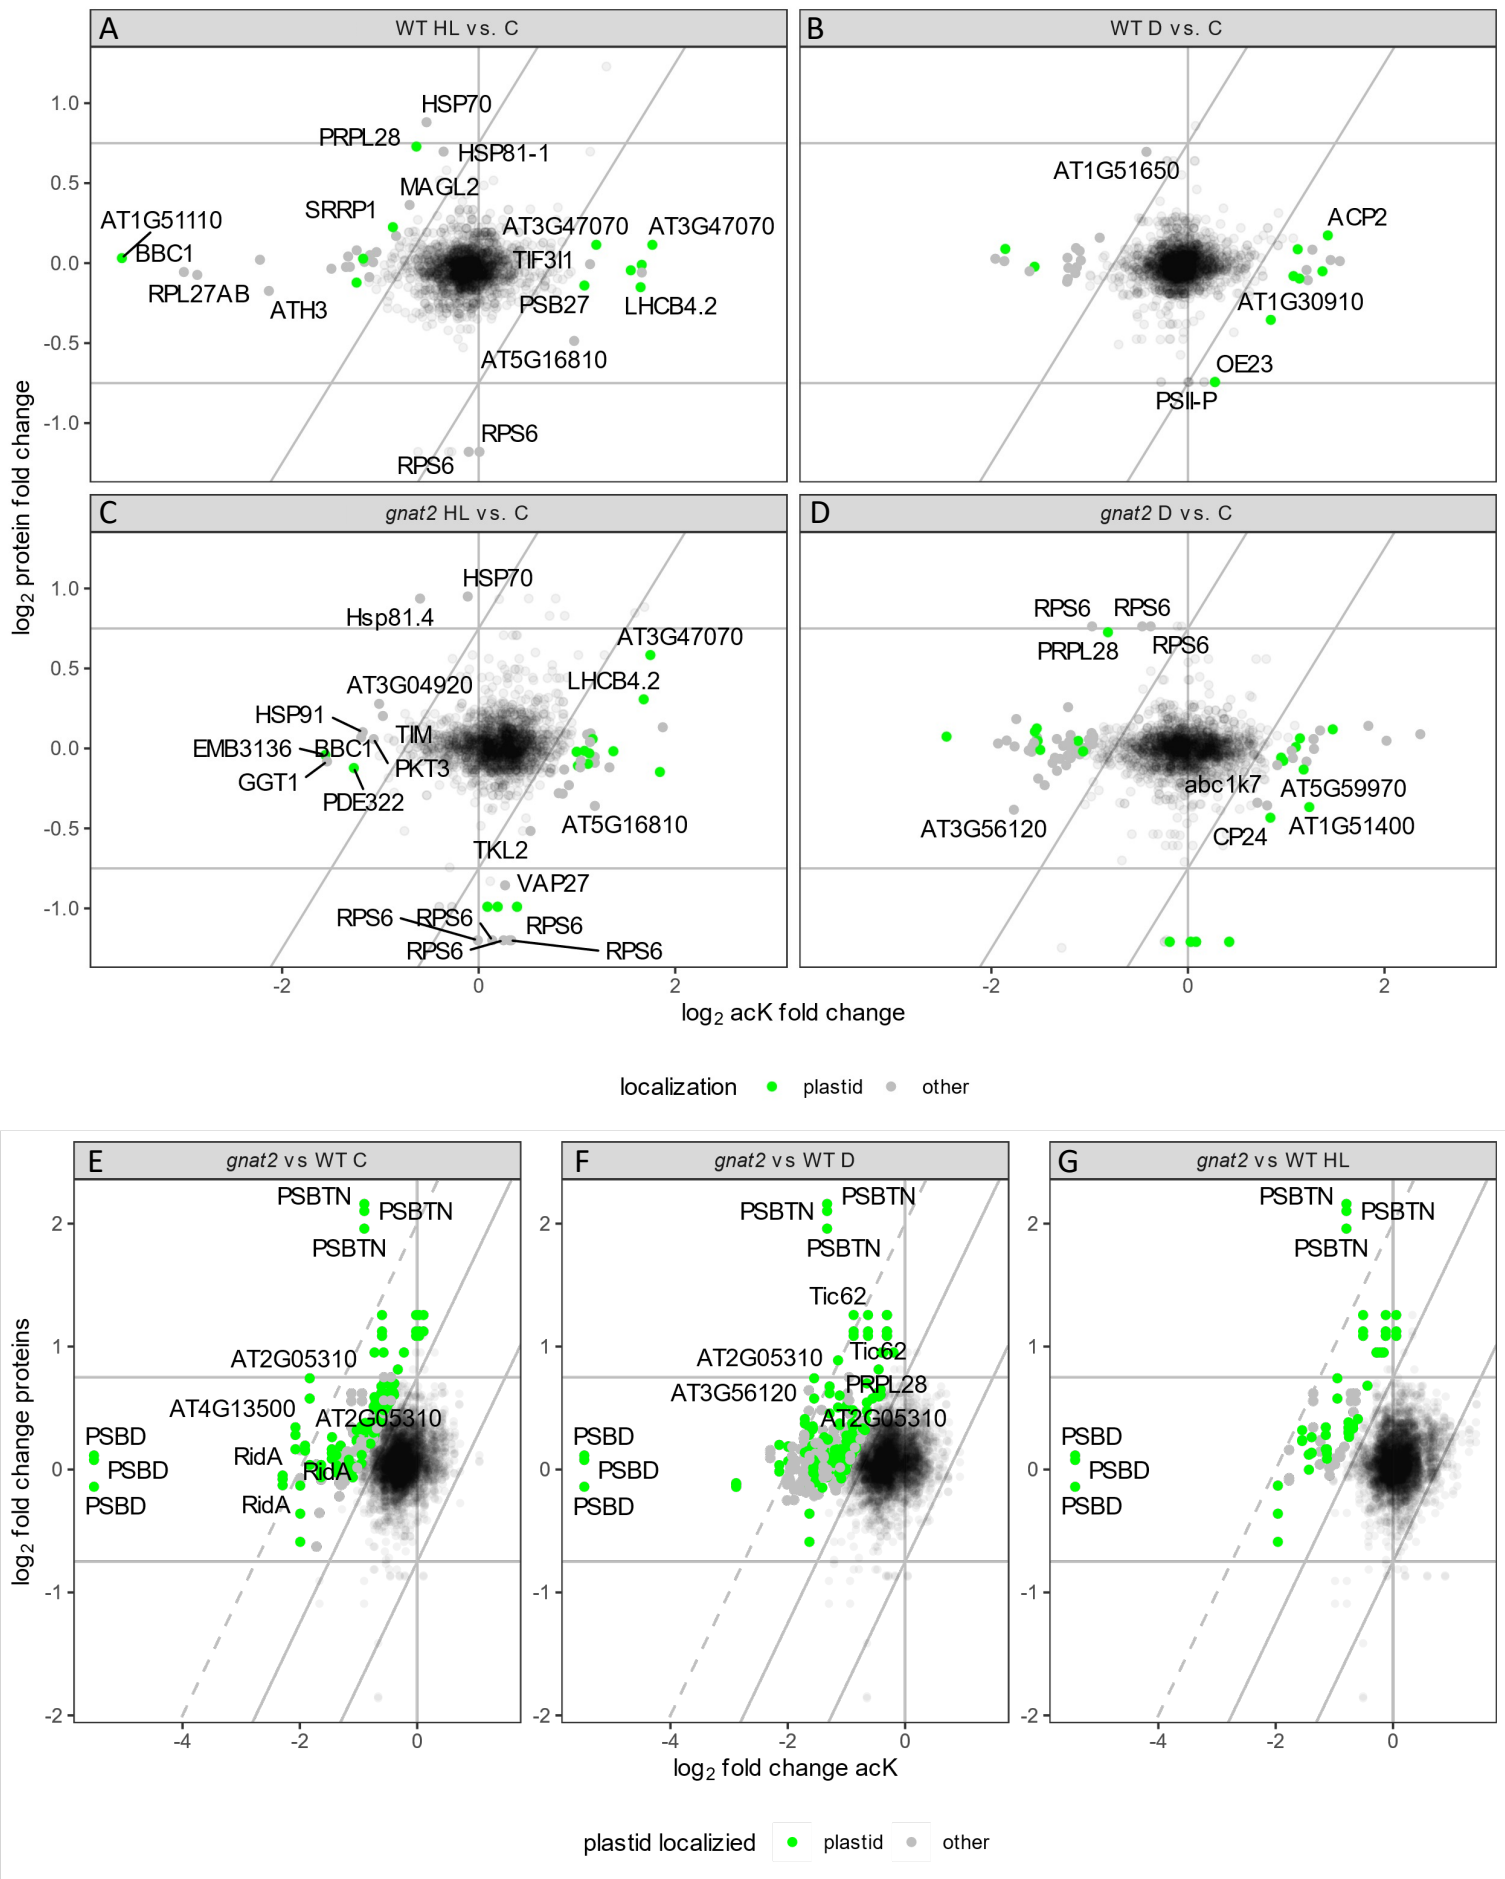

**Supplemental Figure 6 - Proteome and acK correlation.** Scatter plots showing protein and acK site log<sub>2</sub> fold changes for different light conditions (A-D) or genotypes (E-G). Solid reference lines with slope = 1 and intercepts +/- 0.75 representing the difference in abundance changes between the PTM sites and unmodified proteins carrying the modification, dashed line in panels E-G representing a delta fold change < -2 with respective proteins indicated by gene name.

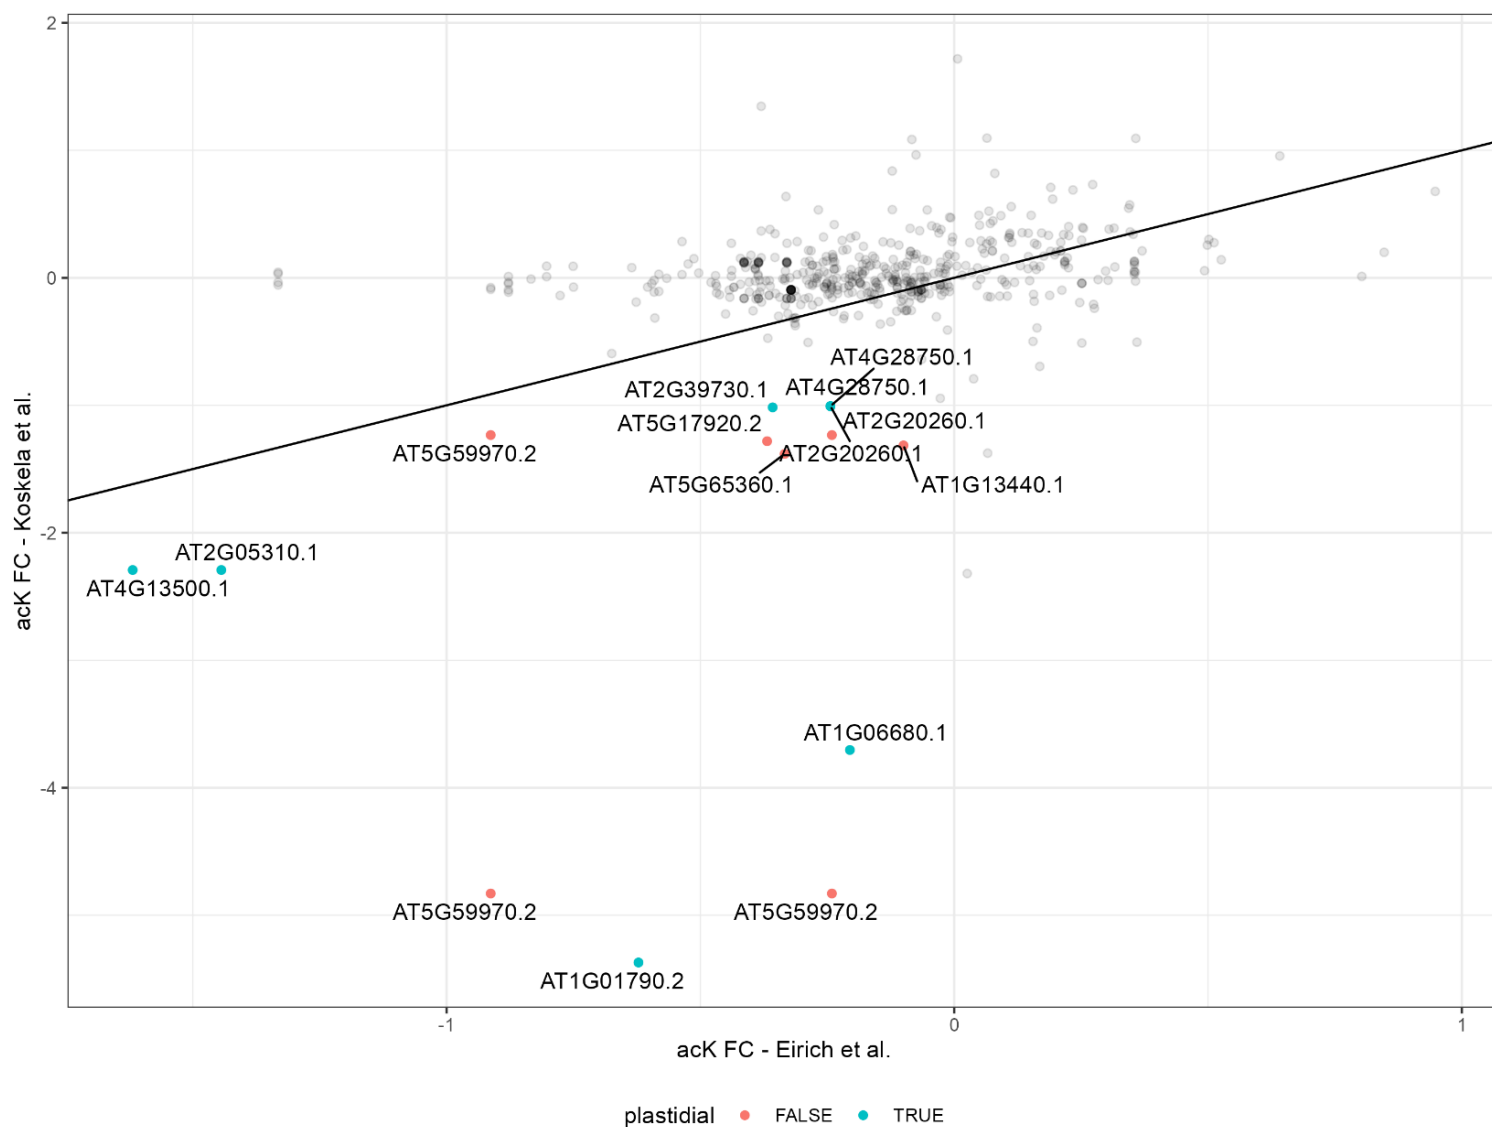

**Supplemental Figure 7** - Scatter plot comparing  $\log_2$  fold changes of acK sites in WT vs *gnat2* from a previous study by Koskela *et al.* (2018) and the current study. Out of 860 and 2386 sites identified, 622 were matched based on their sequence. Plastidial localization according to SUBcon is given, for a  $\log_{FC} < -1$  and 0 respectively the Araport locus is indicated.

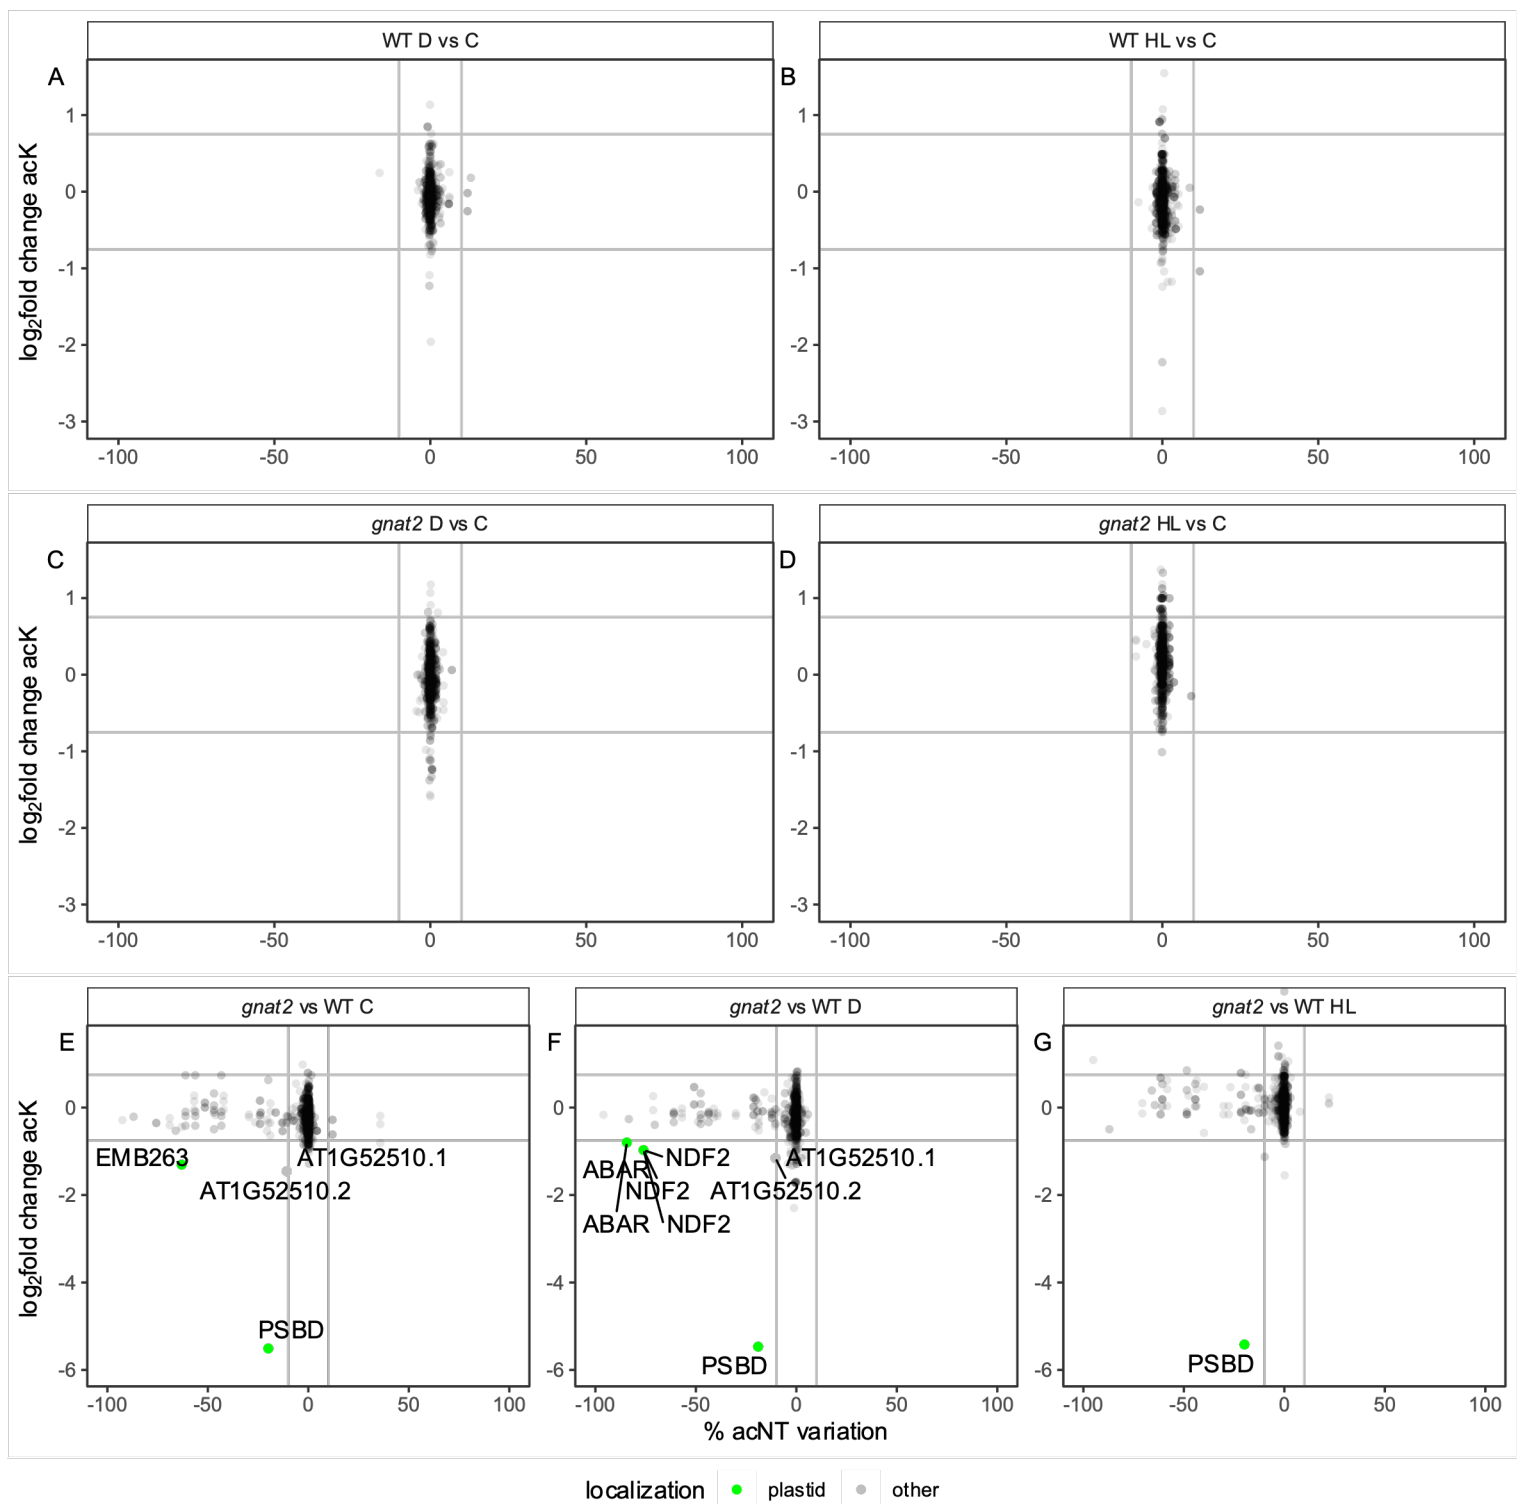

**Supplemental Figure 8 - Quantitative comparison of acK and NTA profiling.** Scatter plots showing abundance changes of acK and NTA sites (under different light conditions in A-D and per genotype in E-G). log<sub>2</sub> fold-changes  $\pm 0.75$  are indicated as solid lines for acK and NTA variation at  $\pm 10\%$ . Plastid localized proteins are indicated in green. Sites with response  $< -0.75$  of acK and  $< -10\%$  to the *gnat2* knock-out are indicated by the respective gene name.

# Supplementary material for: Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks
**Source:** Mol Cell Proteomics. 2024 Sep 24;23(11):100845. doi: 10.1016/j.mcpro.2024.100845
**Supplement:** Supplemental Table 1

**Supplemental Table 1 - Summary of N-terminal profiling of wildtype and *gnat2* after two hours treatment with high light, control light and darkness. This table displays the number of N-termini identified and quantified in the different conditions.** For each sample group, 3 biological replicates were processed as described in Methods. The quantified N-termini were sorted in four different categories: their total number, the ones beginning with the initiating methionine (« iMet »), those that underwent N-terminal methionine excision (« +NME ») and the matured N-termini (« Processed »). In each of these categories, the quantified N-termini were either quantified as fully acetylated (NTA yield > 95%), non-acetylated (NTA < 5%), or partially acetylated.

# Supplementary material for: Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks
**Source:** Mol Cell Proteomics. 2024 Sep 24;23(11):100845. doi: 10.1016/j.mcpro.2024.100845
**Supplement:** Supplemental Table 2

**Supplemental Table 2 - Proteins displaying significant NTA decrease (at least 40%) in *gnat2* compared to WT samples, both from the Control condition group.** Entries with a plot number were quantified in both replicates of each condition, allowing the calculation of a p-value; other entries were only quantified in a single replicate of at least one condition.

# Supplementary material for: Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks
**Source:** Mol Cell Proteomics. 2024 Sep 24;23(11):100845. doi: 10.1016/j.mcpro.2024.100845
**Supplement:** Supplemental Table 3

**Supplemental Table 3: Proteins displaying significant NTA decrease (at least 40%) in *gnat2* compared to WT samples, both from the "Dark" condition group.** Entries with a plot number were quantified in both replicates of each condition, allowing the calculation of a p-value; other entries were only quantified in a single replicate of at least one condition.

# Supplementary material for: Light Changes Promote Distinct Responses of Plastid Protein Acetylation Marks
**Source:** Mol Cell Proteomics. 2024 Sep 24;23(11):100845. doi: 10.1016/j.mcpro.2024.100845
**Supplement:** Supplemental Table 4

**Supplemental Table 4: Proteins displaying significant NTA decrease (at least 40%) in *gnat2* compared to WT samples, both from the "High Light" condition group.** Entries with a plot number were quantified in both replicates of each condition, allowing the calculation of a p-value; other entries were only quantified in a single replicate of at least one condition.

How the deposited data were processed for this re-analysis (not part of the article)

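Rosettes of Arabidopsis WT and *gnat2* plants were sampled after 2 h in control light (C), high light (HL) or darkness (D), with 4 biological replicates per genotype and light, and each replicate was hybridized to its own array. The log2 values were made by the authors before they were deposited, by assigning the probes to TAIR gene definitions with a custom chip definition file, correcting the background by RMA and normalizing the arrays to one distribution by quantiles. The 24 arrays hold 27826 transcripts each, with 0 missing values, and all of them were used. The number of arrays per group limits the precision, and quantile normalization removes differences in total RNA. No raw intensities were used here, so that the background correction and the first normalization were taken as the authors made them.

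In R 4.3.3, limma 3.58.1 was fitted to the log2 values with 1 mean per genotype and light and 1 estimate of the spread per transcript, with 18 residual and 6.05 prior degrees of freedom. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The comparisons were HL and D against C in each genotype, *gnat2* against WT in each light, and the difference between the responses of the genotypes to HL and to D. A light response was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, and the other comparisons at an adjusted p under 0.05. Pearson's r between responses was taken across transcripts and carries no p-value, since transcripts are not independent replicates. The paper's methods name a one-way ANOVA with a false discovery rate of 0.05, and its supplement names LIMMA.

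In tests on simulated data, 200 transcripts were changed among 27826, by 1.50 or 3.00 on the log2 scale in either direction, and between 94.0% and 100% of them were recovered, depending on the comparison. Smaller changes were not simulated. Of the unchanged transcripts, 0 to 18 were called per comparison, with 8 for the difference between the HL responses and 18 for that between the D responses.

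Gene sets were drawn up from symbols and descriptions in the RefSeq table of the assembly TAIR10.1, which lists 27241 of the transcripts, because KEGG memberships were not used here. The 16 sets were tested with limma's camera with a preset inter-gene correlation of 0.01, adjusted over all sets and 9 comparisons, and again with fry and with the correlation estimated from the residuals. Genes named in the text are those the paper names, the 3 transcripts with the largest called rise and fall in each comparison, those whose responses differed between the genotypes, and the set members with the largest change. The largest rises and falls were taken only among called transcripts whose values in the groups compared did not overlap. *PRK* and *ELIP1* were named after their values were seen. The rule for the sets, the comparisons, their tests and thresholds and the alternatives were fixed before the data were examined, apart from the gene sets with members of other functions and noncoding genes left out, which were added later. Several tests of explanations were also chosen later and are named as such where they are given.

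The alternatives were the replicate number as a block, an unmoderated test, other families of adjustment, an intensity trend of the prior spread, array weights, leaving out the transcripts with a mean value below 1.35, 3 further normalizations, other limits on the fold change, fits with only the arrays compared, Spearman's rho, r over called transcripts only, and leaving out each array in turn. Groupings of the arrays other than the real one were counted over all 35 splits of 8 arrays, and over 100 drawn assignments for the differences between responses. An array was held to be far from the other 3 of its group when its gap to the nearest exceeded 0.829 of the range of the group. The proteome, acetylome and metabolite data of the study were not analysed here. Of the paper's supplementary tables, the first 1844 lines of Data Set 2A and 589 lines of Data Set 3 were read and used only to check their columns.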

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

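Tests of the neighbours of *GNAT2*, the time of sampling, organelle homology, RNA preparation, short genes, the authors' normalization and values close to the threshold were chosen only after the result was seen.

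The response to HL differed between the genotypes for 3 transcripts in a direct test with limma. These were AT4G12735, with a log2 difference of 2.70, *PDX1L4*, with 1.77, and AT1G75580, with 1.55. Under C, all 3 lay below the array median of 2.35 in both genotypes and were not shown to lie above background, so that these sizes are uncertain. The response to D differed for 8, namely AT4G26290 (2.07), *FBS2* (1.65), AT1G10690 (1.57), AT5G66790 (1.18), AT4G10110 (1.06), AT2G14460 (-1.13), *NRP2* (-1.35) and *DOGT1* (-1.55). With the unmoderated test, 0 were called in either light, against 1720 for HL and 2095 for D at an unadjusted p under 0.05. With the replicate number as a block, more were called for HL and fewer for D. Of 100 assignments of the arrays to genotypes within each light, the real one included, 8 gave a count as large for HL and 5 for D. Genotype differences present in both lights were left in, and unlike draws in each light can turn them into interactions. These draws therefore do not decide on chance for either count. Single arrays decide these counts: without *gnat2* C replicate 2 or 4 the HL count was 0, and without *gnat2* HL replicate 1 or 4 or WT HL replicate 2 or 3 it was 5. The D count was 0 without *gnat2* C replicate 1 or 4, *gnat2* D replicate 1 or 4, WT C replicate 3 or WT D replicate 3, and 1 without *gnat2* C replicate 2 or *gnat2* D replicate 3. It was 2 without WT C replicate 2 and 3 without *gnat2* C replicate 3. A role of GNAT2 in these responses stays open as an untested biological explanation.

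Of the transcripts called in 1 genotype only, 3 of 920 for HL and 7 of 1002 for D had responses that differed between the genotypes in this test. For most of the others, values close to the threshold in the other genotype are a candidate explanation, since 318 of 321 and 597 of 599 for HL, and 338 of 342 and 655 of 660 for D, changed in the same direction there.

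The difference between the responses was called by camera for 4 gene sets under HL, which were aminoacyl-tRNA synthetases (adjusted p = 0.00349, median log2 difference -0.18), DNA replication (adjusted p = 0.0243, median -0.11), carbon fixation (adjusted p = 0.0230, median -0.13) and heat shock proteins (adjusted p = 0.00128, median -0.21). Under D it was called for 3, which were aminoacyl-tRNA synthetases (adjusted p = 0.0195, median -0.14), DNA replication (adjusted p = 0.0190, median -0.13) and the circadian clock (adjusted p = 0.00953, median 0.27). Of these 7 calls, 0 were made by fry or with the estimated correlation. The sets were higher in *gnat2* under C for aminoacyl-tRNA synthetases and DNA replication, and the difference between the responses includes this starting level. No further explanation was tested for these sets.

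Transcripts outside the classes the paper discusses also differed between the genotypes. Under C, the median log2 fold change of *gnat2* against WT was 0.34 over 61 tRNA transcripts, 0.34 over 68 snoRNA transcripts and 0.19 over 92 mitochondria-encoded transcripts. With each transcript centred on its mean, the array medians of each class differed between the genotypes under C (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Without centring, the array medians of mitochondria-encoded transcripts overlapped, with 6.18 to 6.44 in *gnat2* and 6.06 to 6.38 in WT. Under D and HL, the medians were 0.27 and 0.30 for tRNA, 0.13 and 0.27 for snoRNA, and 0.20 and 0.11 for mitochondria-encoded transcripts, where the exact p under HL was 0.0571. Protein-coding genes no longer than the longest tRNA or snoRNA gene had medians of -0.0262, -0.0295 and -0.0264 under C, D and HL over 1926 transcripts, but their mean level of 1.62 is near the lowest values of the arrays, so that they do not decide. Such genes drawn 10000 times with levels like those of the tRNA transcripts had medians that averaged 0.0662, 0.0795 and 0.0313 under C, D and HL, and 0, 6 and 0 draws were as high as the class. This argues against genes up to that length in general as the whole reason for tRNA, though not as a part of it. For snoRNA, the values were 0.0883, 0.0884 and 0.0405, with 0, 2209 and 0 draws as high. These argue against such genes as the whole reason under C and HL. Under D, a difference of short genes in general cannot be told apart from one of the class. The draws were matched in level, with gaps of up to 3.76 for tRNA and 3.38 for snoRNA, but not in length. A difference confined to the shortest genes is therefore not excluded. An RNA preparation that keeps more short and non-polyadenylated RNA cannot be told apart from an effect of the genotype, because each genotype has its own RNA samples. The medians of 0.34 for tRNA and 0.34 for snoRNA go with it, while those of -0.00516 over 13 snRNA and -0.11 over 174 miRNA transcripts, both dim on the arrays, do not decide. The miRNA transcripts were lower in *gnat2* under D and HL too (-0.12 and -0.09, exact p = 0.0286 in each of the 3 lights). The medians of 222 lncRNA transcripts were 0.10, 0.14 and 0.10 under C, D and HL (exact p = 0.0286 in each). Organelle homology of a few probe sets as the only source is argued against under C and D, since the medians of 0.19 and 0.20 run over all 92 mitochondria-encoded transcripts, of which 73 and 63 were higher in *gnat2*, with an exact p of 0.0286 in each light. Under HL, with a median of 0.11 and 63 higher, it cannot be told apart from a rise of the class, because the exact p was above 0.05. The authors' normalization cannot be told apart either, because the lowest median of tRNA and snoRNA transcripts over 3 further normalizations and 3 lights, 0.13, starts from values already normalized. A higher level of these RNAs in *gnat2* stays open as a biological hypothesis.

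The transcript of *PRK*, the gene next to *GNAT2*, was lower in *gnat2*, with a log2 fold change of -1.00 under C, -0.91 under D and -1.45 under HL, and each *gnat2* array under C lay below each WT array. A fall of all Calvin-Benson cycle transcripts as large as that of *PRK* is argued against. The lowest log2 fold change of the other 12 carbon fixation transcripts was -0.56 under C, -0.55 under D and -0.54 under HL. Their median was 0.0225, -0.0337 and -0.0913 under C, D and HL. A smaller fall of the group is not excluded under HL. There, camera called the set of 13 with *PRK* lower (median -0.10, adjusted p = 0.00369), as did fry but not the estimated correlation. An effect of the T-DNA insertion on the genes next to *GNAT2* cannot be told apart from a regulatory effect of GNAT2. Of the other 9 neighbours, 0 were called by limma in any light, against 3 at an unadjusted p under 0.05 in at least 1 light and 0 with the unmoderated test, and 6.17% of all transcripts were called in at least 1 light. An insertion can alter a single neighbour, so that these 9 do not decide, and a regulatory effect stays open as untested.

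A later or earlier time of sampling of the *gnat2* plants was weighed for the differences between the genotypes under C with clock genes. The mean of the morning genes minus that of the later ones differed between *gnat2* and WT by -0.28 on the log2 scale under C (exact permutation test, two-sided, p = 0.400), -0.72 under D (exact p = 0.0286) and -0.0140 under HL (exact p = 0.943). *LHY* alone had log2 fold changes of -0.72 under C (adjusted p = 0.0374 from limma), -0.92 under D (adjusted p = 0.00450) and 0.03 under HL, while *CCA1*, the other morning gene, had 0.08, 0.32 and -0.29 and was not called in any light. Because the difference had an exact p under 0.05 in D alone, and *LHY* and *CCA1* did not move together, an earlier or later sampling cannot be told apart from an altered clock in *gnat2*.

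Among 85 genes named in the text and the medians of classes, 534 groups of 4 arrays were looked at, and in 38, or 7.12%, 1 array lay far from the other 3, where chance gives about 5%. Of these arrays, 19 were WT and 19 *gnat2*, and the most for 1 array was 6. The gap to the nearest array as a share of the range of the group is given in parentheses. In WT under C, it was large for *HSP17.6II* (replicate 4, 0.870), *ROF2* (replicate 1, 0.930), *OXS3* (replicate 4, 0.948), 2-alkenal reductase (replicate 1, 0.837), *LHCA3* (replicate 1, 0.847), AT5G24155 (replicate 1, 0.859), AT5G58495 (replicate 1, 0.933), AT4G26290 (replicate 2, 0.933), AT1G75580 (replicate 2, 0.836) and *FBS2* (replicate 2, 0.865). For WT under HL, the genes were AT1G57590 (replicate 2, 0.836), *ERS* (replicate 3, 0.871) and *POR C* (replicate 4, 0.839), and for WT under D *HSP70* (replicate 3, 0.881), *ROF2* (replicate 1, 0.900) and *BT2* (replicate 4, 0.920). In *gnat2* under C, they were *LHCA3* (replicate 1, 0.941), *DIN10* (replicate 4, 0.872), AT2G03660 (replicate 3, 0.847), AT4G10110 (replicate 3, 0.922) and *NUP155* (replicate 2, 0.855). In *gnat2* under HL, they were *PsbTn* (replicate 1, 0.864), AT1G19960 (replicate 2, 0.851), AT4G16235 (replicate 4, 0.956), *NRP2* (replicate 1, 0.889), *DOGT1* (replicate 4, 0.849), *ELIP1* (replicate 1, 0.851), *NOP56* (replicate 2, 0.875), *VAMP711* (replicate 1, 0.837) and *TIFY7* (replicate 2, 0.845), and under D *MYB75* (replicate 3, 0.895), *LHCA3* (replicate 2, 0.862), *LHB1B1* (replicate 2, 0.859) and *GOS11* (replicate 2, 0.856). Among the class medians, that of snoRNA transcripts lay apart in WT C replicate 1 (0.836), and that of mitochondria-encoded transcripts in WT C replicate 4 (0.890), WT D replicate 1 (0.832) and *gnat2* C replicate 2 (0.834). The arrays are spread over both genotypes and whether the share exceeds that of chance was not tested, and no biological explanation was tested for them.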

How the results depend on the processing

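The gene sets with members left out were chosen only after the result was seen, and the other alternatives were planned. No correlation, median of tRNA, snoRNA or mitochondria-encoded transcripts or log2 fold change of *GNAT2* or *PRK* changed its sign under the alternatives run on it. Of the 50 gene sets called by camera, 0 changed direction under fry, the estimated correlation, the replicate block or with members left out, and of the 94 not called, 8 did under at least 1 of these. Every transcript count of a light response in 1 genotype kept within 1.5 times its value, except under other limits on the fold change and for the named proteins changed by D in *gnat2*, 11 against 7, when only the arrays compared entered the fit. The overlaps kept within it except under other limits on the fold change. Each alternative gave a value for the results it was set for.

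With the replicate number as a block (replicate block), the interaction was called for 9 transcripts for HL and for 3 for D, while 47 results kept their side of the threshold. With it, the jasmonate set was also called for HL in WT (adjusted p = 0.0439). The arrays were not treated as paired, since not all pairs with equal numbers deviated together. The residuals of 60 pairs of arrays with equal numbers from different groups had a mean r across transcripts of 0.0788 (range -0.0142 to 0.240), with 59 positive and 14 above 0.1, and different numbers had -0.0262. In the 12 pairs of WT and *gnat2* arrays of one light, mean r was 0.128, with 8 above 0.1, so that a shared handling of equal numbers is left open. The cause of the changed interaction counts was not tested.

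The unmoderated test called 0 interactions for HL and 0 for D, and 2 transcripts of named proteins between the genotypes under D, and the cause was not tested. With an intensity trend of the prior spread, 5 interactions were called for D and 2 named proteins under D. With array weights, 810 transcripts differed between the genotypes under HL and 5 interactions were called for D. The cause was not tested for these either.

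Adjustment over all contrasts together, where the many small p-values of the light responses lower the adjusted p, gave 1275, 1833 and 1287 transcripts between the genotypes under C, D and HL, 303 and 374 interactions for HL and D, and 2 and 1 named proteins between the genotypes under D and HL. At an unadjusted p, which by construction calls more, these were 4329, 5241 and 4147 transcripts, 1720 and 2095 interactions, and 2, 4 and 3 named proteins under C, D and HL.

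With the transcripts of the lowest mean values left out (below 1.35), r between the genotypes rose to 0.908 for HL and 0.916 for D, and r of the HL and D responses was -0.197 in WT. With cyclic loess, the latter was -0.254 in *gnat2*. Spearman's rho between the genotypes was 0.712 for HL and 0.718 for D, and over called transcripts only, which by construction have large responses, r was 0.967 and 0.974. The cause was not tested for the others.

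Limits on the fold change moved the counts by construction. At a log2 limit of 1.5, HL changed 725 transcripts in WT and 840 in *gnat2*, with 585 in both, 140 in WT only and 255 in *gnat2* only. D changed 891 and 1001, with 758 in both, 133 in WT only and 243 in *gnat2* only. Changed by HL and D were 129 with opposite and 32 with equal signs in WT, and 135 and 32 in *gnat2*. At a limit of 0.75, HL changed 3008 and 3310, with 2388, 620 and 922 in both, WT only and *gnat2* only, and D 3362 and 3911, with 2734, 628 and 1177. Opposite and equal signs were 730 and 238 in WT, and 902 and 248 in *gnat2*. With no limit, HL changed 6512 and 6828, with 4988, 1524 and 1840, and D 7171 and 7742, with 5540, 1631 and 2202. Opposite directions between the genotypes were 2 for HL and 3 for D, and opposite and equal signs between HL and D 2055 and 998 in WT and 2503 and 995 in *gnat2*. Between the genotypes, a limit of 1 left 42, 81 and 49 transcripts under C, D and HL.

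When only the arrays of the groups compared entered the fit, which leaves fewer arrays to estimate the spread, 97, 143 and 240 transcripts differed between the genotypes under C, D and HL, 0 interactions were called for D, and D changed 11 named proteins in *gnat2*, whose cause was not tested. Of the 50 gene sets called by camera, 41 were called by fry, and the whole count was 20 with the estimated correlation. Fry also called sets that camera did not, such as aminoacyl-tRNA synthetases for HL in WT, and called more sets in all than camera. The cause was not tested. The gene sets with members left out kept all 50 calls and added others, such as the difference between the D responses for autophagy (adjusted p = 0.0307 from camera).

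With each array left out in turn, the transcripts between the genotypes ranged from 115 to 387 under C, from 585 to 1260 under D and from 217 to 481 under HL. Under C, the count was 232, 128, 115 and 137 without *gnat2* C replicate 1, 2, 3 and 4, and 182 and 167 without WT C replicate 2 and 4. Under D, it was 600, 623 and 585 without *gnat2* D replicate 1, 3 and 4. Under HL, it was 219, 251, 217 and 252 without *gnat2* HL replicate 1, 2, 3 and 4, and 261 and 324 without WT HL replicate 1 and 4. Interactions ranged from 0 to 5 for HL and from 0 to 9 for D, with the deciding arrays named above. Transcripts with opposite directions between the genotypes under D ranged from 0 to 1, with 1 without WT D replicate 2, and responses to D differing by over 2-fold from 81 to 122, with 122 without the same array. The named proteins between the genotypes under HL ranged from 0 to 1, with 1 without WT HL replicate 3. Between the genotypes, r ranged from 0.880 to 0.891 for HL and from 0.891 to 0.903 for D, and r of the HL and D responses from -0.190 to -0.144 in WT and from -0.252 to -0.219 in *gnat2*. Fewer arrays lower the power by construction, and why certain arrays weigh more was not tested.

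Signal over background limits the dim transcripts, since the lower quartile of the mean log2 values is 1.35 and 3338 of 27826 transcripts lie above 6.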

Differences from the paper's values

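No test in this part was chosen only after the result was seen, apart from the gene sets with members left out. For the genotypes under C, the paper's number of transcripts is 39, and 361 were found here. The paper's 31 higher in *gnat2* compare with 197, and the paper's 8 lower with 164. Of the alternatives set before the data were examined, the log2 limit of 1 on the fold change gave 42, 33 and 9, within 1.5 times the paper's numbers. The others did not, with 431 (219 higher, 212 lower) for the replicate block, 359 (181, 178) unmoderated, 1275 (663, 612) adjusted over all contrasts, 4329 (2118, 2211) unadjusted, 374 (216, 158) with an intensity trend and 391 (221, 170) with array weights. Further values were 362 (208, 154) with the lowest mean values left out, 361 (197, 164) normalized by quantiles again, 361 (197, 164) with arrays centred, 322 (195, 127) with cyclic loess, 308 (174, 134) with a limit of 0.5 and 97 (64, 33) with only the arrays compared.

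The paper states that lower transcripts in *gnat2* under C were enriched in no pathway, and here the jasmonate set was lower by camera (adjusted p = 0.0392, range over the alternatives 0.0232 to 0.679), while fry and the estimated correlation did not call it. The gene sets here were drawn up from symbols and descriptions and are not the paper's KEGG pathways, so that these comparisons are of unlike sets. The paper states that carbon fixation and sulfur incorporation fell in *gnat2* under HL. Here, carbon fixation (13 genes) had a median log2 fold change of 0.05 (adjusted p = 0.863 from camera). Sulfur assimilation (22 genes), which takes in sulfate transporters beside enzymes, had 0.03 (adjusted p = 0.681). For both, there were 0 calls by camera, fry or the estimated correlation. The paper states that 3 translation-related pathways rose in WT under HL. Here, camera called 2 of 3, with aminoacyl-tRNA synthetases at 0.08 (adjusted p = 0.191), a set that fry called.

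For D, the paper names spliceosome transcripts as higher in both genotypes, and here the set was not called in *gnat2* by camera (median 0.15, adjusted p = 0.249), while fry called it. It gives SNARE transport as an addition in *gnat2*, and here the set was called in WT too (median 0.33, adjusted p = 1.99e-05), also by fry and with the estimated correlation. It states that RNA transport, ribosome biogenesis and aminoacyl-tRNA synthesis fell in *gnat2*, and here camera called 1 of 3, with RNA transport at -0.22 (adjusted p = 0.0543) and ribosome biogenesis at -0.01 (adjusted p = 0.380), both of which fry called. The ribosome biogenesis set here holds 10 spliceosomal snRNAs, which do not belong to the pathway. With noncoding members left out, a choice made after seeing the values, camera called ribosome biogenesis with its 5 remaining genes as lower, and this choice drops 0 of the 50 calls. The paper states that jasmonate signalling was not induced, and here the jasmonate set was higher in *gnat2* under HL (median 0.63, adjusted p = 0.0124). In WT it was not called (adjusted p = 0.0661), but with the replicate block camera called it there too (adjusted p = 0.0439). With the estimated correlation it was called in neither genotype.

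In the first 1844 lines of Data Set 2A, the paper's log2 fold changes lie within 2.45e-04 of those found here in all 7 comparisons. The paper's p columns labelled HL - D lie closer to the adjusted p of D against C, with a median gap of 0.00569 in WT and 0.00224 in *gnat2* from the unmoderated test, than to that of HL against D, with 0.187 and 0.153. In Data Set 3, of which 589 lines were read and 586 matched, the columns labelled logFC for RNA hold 0 negative values, and for D against C in WT the paper's values run from 0.0387 to 31.0. In each of the 7 columns, 100% lie within 0.01 of the ratio of the groups on the linear scale.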

Other observations

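Tests of replicate noise and replicate spread in *gnat2* and the simulation of shared control arrays were chosen only after the result was seen.

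Chance can be excluded as the source of the transcript counts at the numbers of arrays used. Of 35 splits of the 8 arrays, only 1, the real one, gave a count as large for HL in WT, HL in *gnat2*, D in WT, D in *gnat2*, and the genotypes under C, D and HL, and the highest count of another split was 7, 0, 148, 0, 4, 109 and 32 in this order. For the gene sets between the genotypes under C, 1 of 35 splits gave as many. For HL, 8 splits in WT and 6 in *gnat2*, the real one included, gave as many sets as the real one. For D, 5 splits in WT and 10 in *gnat2* did. The other splits with as many sets each put 3 arrays of one light with 1 of the other. Such splits keep part of the light difference, so that the 35 splits do not decide on chance for these counts of sets. Of the 18 splits with 2 and 2 arrays, 0 gave as many. Their highest counts were 1 and 2 for HL in WT and *gnat2*, against 10 in each. For D, they were 5 and 6, against 9 in each.

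The correlation between the responses of WT and *gnat2* was below 1. With 2 arrays per group, mean r between the genotypes was 0.816 for HL and 0.832 for D, where pairs of arrays within WT gave 0.772 and 0.795 and within *gnat2* 0.881 and 0.888. Replicate noise as the whole reason for r below 1 cannot be told apart from a small difference between the genotypes, because the between-genotype value lies between both within-genotype values.

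More transcripts were called in *gnat2* than in WT under both treatments. A lower replicate spread in *gnat2* as the whole reason is argued against, since the fit gives both genotypes the same standard error per transcript, more noise in WT would take more of its transcripts past 2-fold, and a count without a test had a surplus in *gnat2* of 277 for HL and 321 for D. With each array left out in turn, the called counts for HL ran from 1791 to 1895 in WT and from 2064 to 2158 in *gnat2*, and for D from 1958 to 2188 and from 2313 to 2488. A larger amplitude of the response in *gnat2* cannot be told apart from chance, with an orthogonal slope of the *gnat2* on the WT response of 1.05 for HL and 1.04 for D, which 13.1% and 20.6% of 4900 assignments of the arrays reached.

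The spread between replicates was larger in WT than in *gnat2* in each light. One aberrant WT array per group is argued against, since with the array left out that lowered it most the median SD of WT was still 0.20 under C, 0.22 under D and 0.19 under HL, against 0.16, 0.17 and 0.15 in *gnat2* with 4 arrays. Dim transcripts as the only source are argued against, since among 3338 transcripts above a mean of 6 the ratio of the median SDs was 1.44, 1.48 and 1.32. Handling of the plants or RNA by genotype and biological variation stay open and were not tested.

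Responses to HL and D went in opposite directions for most transcripts called in both. In WT, 384 of 488 such transcripts (78.7%) and in *gnat2* 478 of 594 (80.5%) had opposite signs, and r across all transcripts, which are not independent, was -0.183 and -0.244. Without WT C replicate 1, 2 and 3, r in WT was -0.144, -0.162 and -0.161. Over all transcripts, 53.0% in WT and 49.5% in *gnat2* had equal signs. Both responses were taken against the same control arrays, which raises r and the share of equal signs by construction and is therefore not the source of the opposite signs. Unchanged groups simulated against shared control arrays had a mean r of 0.491 in WT and 0.502 in *gnat2*, with 1 of 100 as low as the observed r in each. Opposite regulation by more and less light is a hypothesis from the data it was found in.

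In all 3 lights, 45 transcripts differed between the genotypes in one direction, 9 of them by over 2-fold in each. Lower in *gnat2* were *GNAT2*, *MRD1* (log2 fold change -1.19 under C, -1.88 under D and -1.60 under HL), AT4G21650 and AT5G11330, and higher were AT1G07702, AT3G21805, AT3G24516, AT4G18725 and ATCG00230. The values of *MRD1* in *gnat2*, 1.42 to 1.85, were not shown to lie above background, so that the size of its difference is uncertain. Under HL, *ELIP2* was higher in *gnat2* than in WT by 2.28 (adjusted p = 7.14e-04 from limma). Its response to HL was 3.02 in WT and 5.44 in *gnat2*, a difference that was not called (adjusted p = 0.0856). Under C, *ELIP2* lay at 1.13 to 1.62 in WT and 1.16 to 1.31 in *gnat2*, not shown to lie above background, so that both responses and their difference are uncertain in size. *ELIP1*, named after its values were seen, was higher by 1.01 (adjusted p = 0.00119), and *gnat2* HL replicate 1 lay apart in its group.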
